# Exosomes derived from pancreatic cancer cells induce insulin resistance in C2C12 myotube cells through the PI3K/Akt/FoxO1 pathway

**DOI:** 10.1038/s41598-017-05541-4

**Published:** 2017-07-14

**Authors:** Lantian Wang, Bo Zhang, Wen Zheng, Muxing Kang, Qing Chen, Wenjie Qin, Chao Li, Yuefeng Zhang, Yingkuan Shao, Yulian Wu

## Abstract

Prospective epidemiological studies have consistently suggested that pancreatic cancer-associated new-onset diabetes mellitus (PC-DM) represents a potential platform for early diagnose of pancreatic cancer (PC). Despite the studies performed, the mechanism behind this phenomenon remains ambiguous. In this study, we explored the effects of two types of exosomes released by murine pancreatic cancer and ductal epithelial cells on murine skeletal muscle cells. The results show that PC-derived exosomes can readily enter C2C12 myotubes, triggering lipidosis and glucose intake inhibition. We also demonstrate that PC-derived exosomes can inhibit insulin and PI3K/Akt signalling, in which insulin-induced FoxO1 nuclear exclusion is preserved and Glut4 trafficking is impaired. Microarray and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses show that exosomal microRNAs (miRNAs) probably play key roles in this process, an assumption that is corroborated by *in vitro* studies. These results confirm that the insulin resistance (IR) of skeletal muscle cells is governed by PC-derived exosomes through the insulin and PI3K/Akt/FoxO1 signalling pathways, where exosomal miRNAs potentially contribute to this phenomenon. These novel findings pave the way towards a comprehensive understanding of the cancer theories: “metabolic reprogramming” and “metabolic crosstalk”.

## Introduction

Pancreatic cancer (PC) is one of the most invasive carcinomas worldwide^1^. The only curative therapeutic treatments rely on surgical resection, yet the efficiency of this approach is limited by the lack of inceptive diagnosis as well as highly aggressive behaviours^2^. This leads to a 5-year survival rate for PC patients that is under 7%^3^. Biochemical examinations, such as with tumour markers, and imaging examinations, which are commonly employed in the clinic, are not accurate for the diagnosis of pancreatic cancer (PC) at the early stage^4^. Therefore, the main goals of pancreatic cancer research lie in looking for markers of the early stage, understanding the biological behaviours of the tumour and developing novel therapeutic methods and targets.

Multiple clinical studies have shown that new-onset diabetes may be one of the early indicators of pancreatic cancer^5–8^. In a previous study, our group screened the diagnostic markers of pancreatic cancer-associated new-onset diabetes mellitus (PC-DM) and uncovered the underlying mechanism (Am J Gastroenterol. 2010;105(7):1661–1669; Cancer Lett. 2016;373(2):241–250). Together with recent research, we determined that pancreatic cancer not only exerts effects on pancreatic β cells, with consequent decreases in insulin secretion, but also induces a glucose uptake/utilization disorder and insulin resistance (IR) of peripheral tissues, which precedes diabetes and affects PC patients without diabetes. Inspired by PC-DM, we hope to further reveal the mechanism of the glucose uptake/utilization disorder and insulin resistance of peripheral tissues induced by PC in this study.

Insulin resistance of skeletal muscle is the main pathological component of PC-DM and type II diabetes mellitus (T2DM)^9^, under which the core factors involve the metabolic reprogramming of PC^10^. In addition to the tumour itself, one feature of metabolic reprogramming is the metabolic crosstalk between PC and peripheral tissues, based on IR. This cancer hallmark triggers a systemic metabolic disorder that has associated glucose intolerance as the initial apparent phenomenon^11^, and the subsequent IR is closely related to tumour proliferation, metastasis and cancer cachexia^12, 13^.

How does PC exert its influence on peripheral tissues from afar? The emergence of exosomes has provided a new possibility for our research in this field. Exosomes are extracellular vesicles (EVs) with diameters of 30–150 nm and are enriched in endosome-derived components^14^. When internalized by recipient cells, exosomes deliver internal bioactive components and exert regulatory effects. MicroRNAs (miRNAs) are a class of endogenous non-coding RNAs (ncRNAs). Mature miRNAs identify target mRNAs and regulate post-transcriptional gene expression^15^. Exosomes protect miRNAs from degradation induced by RNA enzymes in body fluid and transport miRNAs to recipient cells, where they participate in gene expression and signal transduction and play key roles in the processes of various diseases. There is growing evidence that the maturation process of miRNAs is linked to the formation and maturation of exosomes^16^, and exosomal miRNAs play important roles in metabolic diseases^17^, where they can be regarded as biomarkers and targets for correcting metabolism disturbances^18^.

Hence, this study aims to explore whether PC-derived exosomes induce IR of skeletal muscle cells and focuses on the biological functions of exosomal miRNAs in this process to elucidate the underlying mechanism. Our efforts will contribute to the discovery of potential targets for correcting metabolic disorders and improve diagnosis and treatment in the context of PC.

## Results

### Morphological characterization and identification of exosomes

Exosomes are extracellular vesicles (EVs) ranging in diameter from 30 to 150 nm^14^, and their morphology is typified by the hypocrateriform. An analysis of isolated microparticles that was performed using the qNano-TRPS system (Izon Science Ltd., China) and Philips Tecnai™ 10 transmission electron microscope (Philips, Netherlands) validated, by morphological characterization, the presence of exosomes with diameters of ~150 nm (Supplementary Fig. S1A–E). We also identified, by western blot analysis, the already published exosomal markers^19^ Alix and CD63. Calnexin, a ubiquitously expressed endoplasmic reticulum protein, was employed as a negative control (Supplementary Fig. S1F).

### The differentiation process of C2C12 myoblasts

The morphological nature of C2C12 myoblasts is highly dependent on the medium with which the cells interact. Thus, in the presence of differentiation medium, the cells changed. Initially, they adopted a fusiform or irregular triangle form, with 80% cell fusion. On the 2nd day, the cells displayed a plurinuclear aspect, while maintaining fibroblast-like features. On the 4th day, the inception of multinucleated myotubes was detected, as were the well-defined, mature C2C12 myotube cells on the 6th day (Supplementary Fig. S2).

### KPC-exosomes readily enter C2C12 myotubes

The differentiated C2C12 myotubes were incubated with 20 μg/mL PKH67-dyed exosomes isolated from the KPC cells. The exosomes incorporated into myotubes were identified after 24 h of co-incubation, using fluorescence microscopy (Carl Zeiss, Germany); 48 hours later, the green spots started diffusing (Fig. 1).

**Figure 1:**
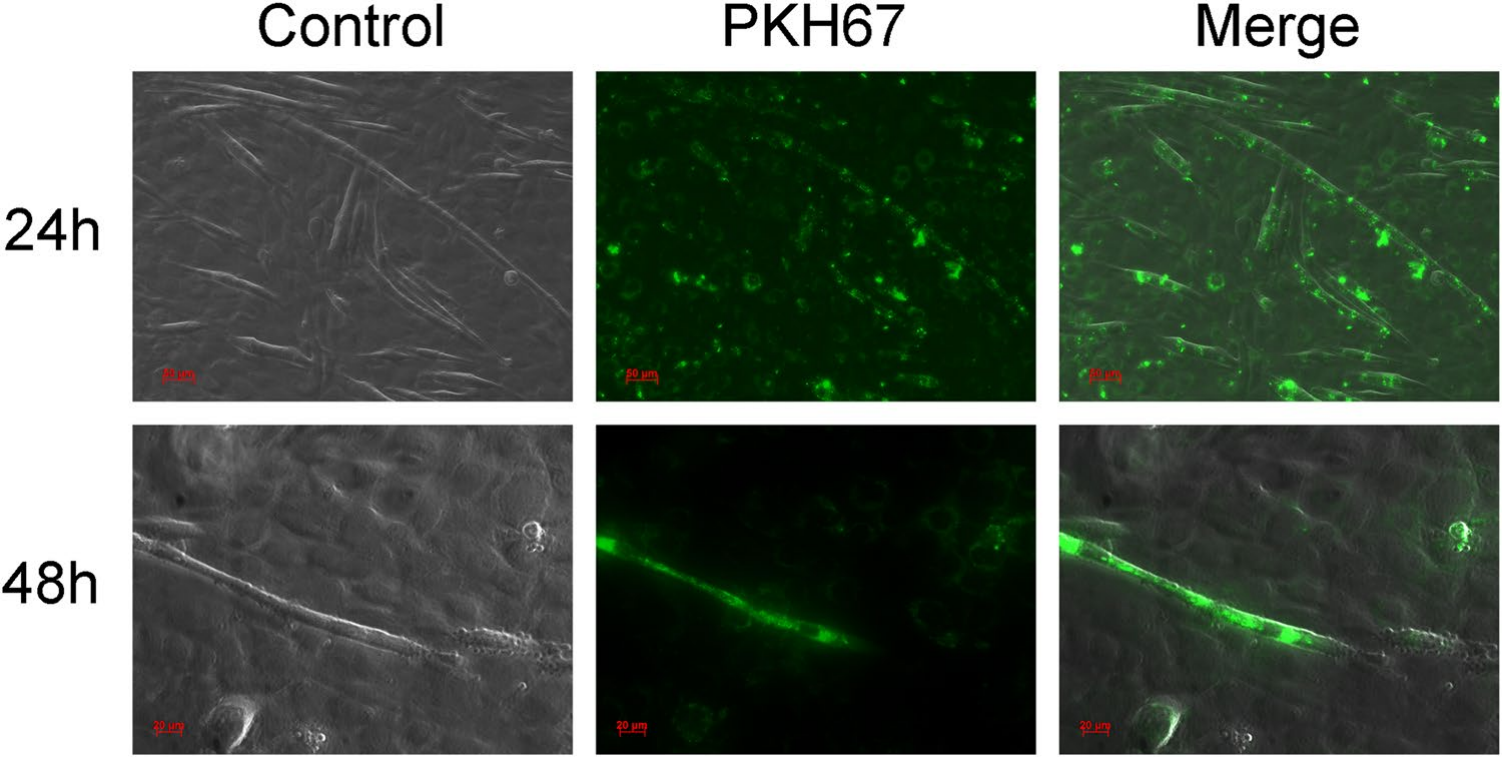
KPC-exosomes readily enter C2C12 cells. Fluorescence microscopy of differentiated C2C12 cells after co-incubation with 20 μg/ml PKH67-dyed KPC-exosomes (green) for 24 hours and 48 hours. Scale bar, 20 µm, 50 µm.

### The effect of KPC-exosomes on C2C12 cell survival and glucose uptake

We hypothesized that KPC-exosomes induced an inhibitory effect on the glucose uptake process of C2C12 cells. To determine whether cancer-derived microvesicles/exosomes with microRNAs could trigger apoptosis of skeletal muscle cells^20^, MTT colourimetric studies were performed to detect cell viability. The results indicated that KPC-exosomes exhibited minor effects on the survival behaviour of C2C12 cells over 24 hours (Fig. 2A) and that MPDC-exosomes minimally affected cell viability. However, glucose uptake was inhibited (Table 1).

**Figure 2:**
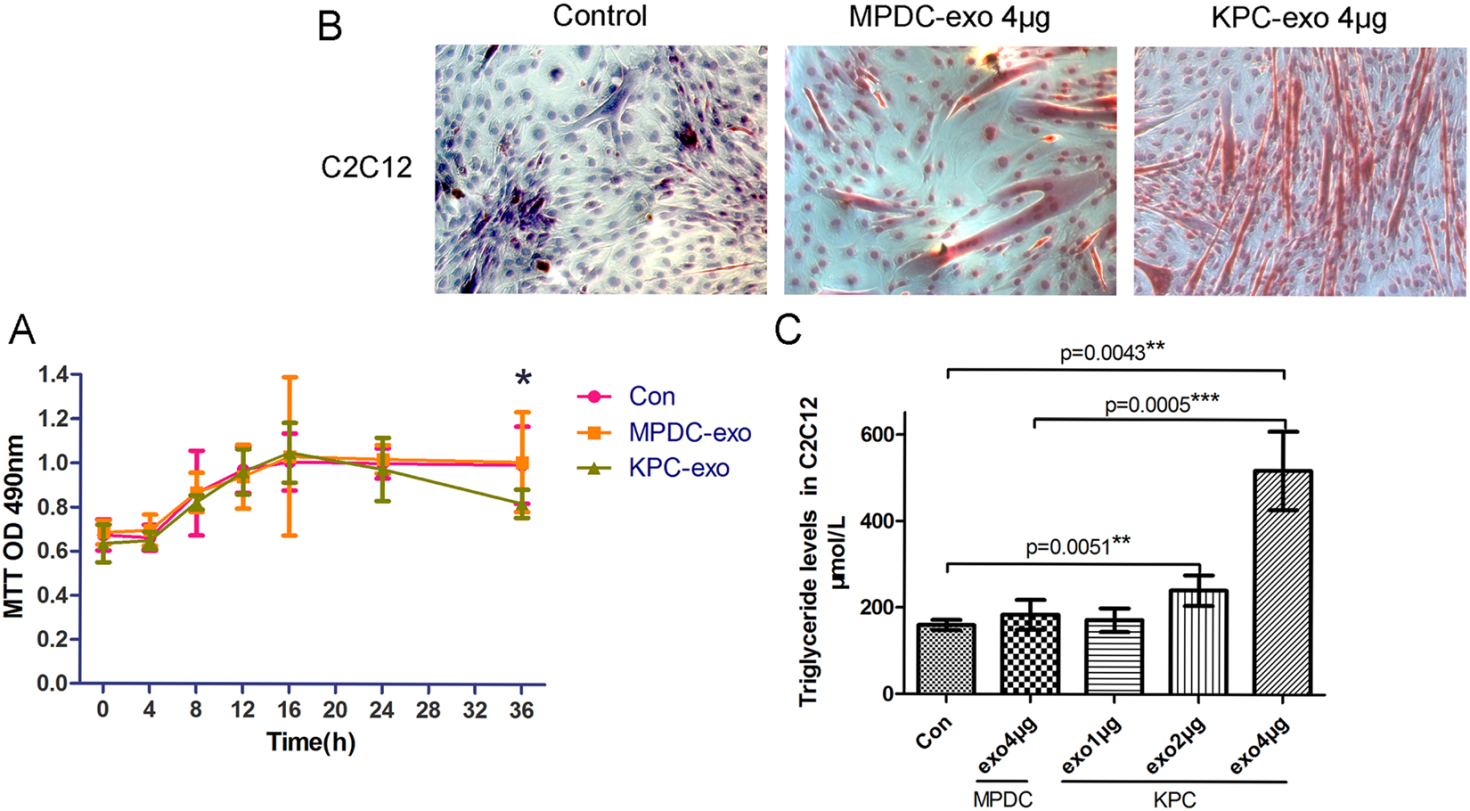
The effect of KPC-exosomes on the survival and triglyceride level of C2C12 cells. (**A**) Cell viability at different time points (0 h, 4 h, 8 h, 12 h, 16 h, 24 h and 36 h). *P < 0.05. Cells were cultured in 96-well plates treated with 5 μg/ml exosomes in each well. (**B**) Oil Red O Staining was used to observe lipidosis in C2C12 myotubes. Cells were cultured in 25-cm^2^ culture-flasks with 5 ml DMEM. Images were captured at 20× magnification. (**C**) The intracellular triglycerides of the C2C12 myotubes were quantified and analysed. Cells were cultured in 25-cm^2^ culture-flasks with 5 ml DMEM. *P < 0.05, **P < 0.01, ***P < 0.001.

**Table 1:** The optical density values and glucose concentrations of supernatants after incubations with KPC-exosomes for different times.

TIME	OD 490 nm		Glucose Concentration (mM)	
/h	Control	Kpc-exo 1 μg	Control	Kpc-exo 1 μg
2	0.042 ± 0.0017	0.049 ± 0.0053	0.50 ± 0.43	2.82 ± 1.75
4	0.042 ± 0.0008	0.054 ± 0.0074	0.32 ± 0.27	4.57 ± 2.76
6	0.048 ± 0.0036	0.069 ± 0.0112	2.24 ± 1.19	9.25 ± 3.75 **
16	0.046 ± 0.0013	0.056 ± 0.0053	1.59 ± 0.42	4.84 ± 1.77 *
24	0.044 ± 0.0041	0.054 ± 0.0041	1.24 ± 0.88	4.24 ± 2.86

The original glucose concentration of the supernatants was 15 mM. n = 4/each time point·group. Values are the MEAN ± SD. *p < 0.05 vs Control. **p < 0.01 vs Control.

### The effect of KPC-exosomes on the triglyceride level in C2C12 cells

According to previous studies, lipidosis within the skeletal muscle is closely related to insulin resistance^21, 22^. Our results were consistent with these studies, indicating that the triglyceride level in C2C12 cells treated with KPC-exosomes increased significantly in a dose-dependent manner. No substantial difference between the control group and the MPDC-exosomes-treated cells was observed (Fig. 2B and C).

### KPC-exosomes down-regulate the insulin and PI3K/Akt signalling pathways

Phosphatidylinositol 3-kinase (PI3K) is a heterodimeric lipid kinase containing catalytic (p110) and regulatory (p85) subunits, which are further divided into miscellaneous isoforms^23^. Protein kinase B (PKB, also known as Akt) plays a regulatory role in several essential cellular functions, being involved in tumour metastasis and tumourigenesis^24^. A cascade-like phenomenon occurs in which PTEN inhibits the activation of phosphorylated Akt, which subsequently induces the inhibition of the PI3K/Akt signalling pathway^25^.

The detection of the expression of specific factors by western blot analysis —including PTEN, IRR, IRS-1, and p110α, β, γ, and δ, along with total and phosphorylated Akt (Ser473) and glucose transporter 4 protein (GLUT4) — has facilitated the investigation of PI3K/Akt signalling pathway and insulin activation. The results revealed that most of the above elements underwent down-regulation because of KPC-exosomes, except PTEN, which was up-regulated in a dose-dependent manner (Fig. 3A). To date, it is widely accepted that p110δ exists only in leucocytes, which is consistent with our results.

**Figure 3:**
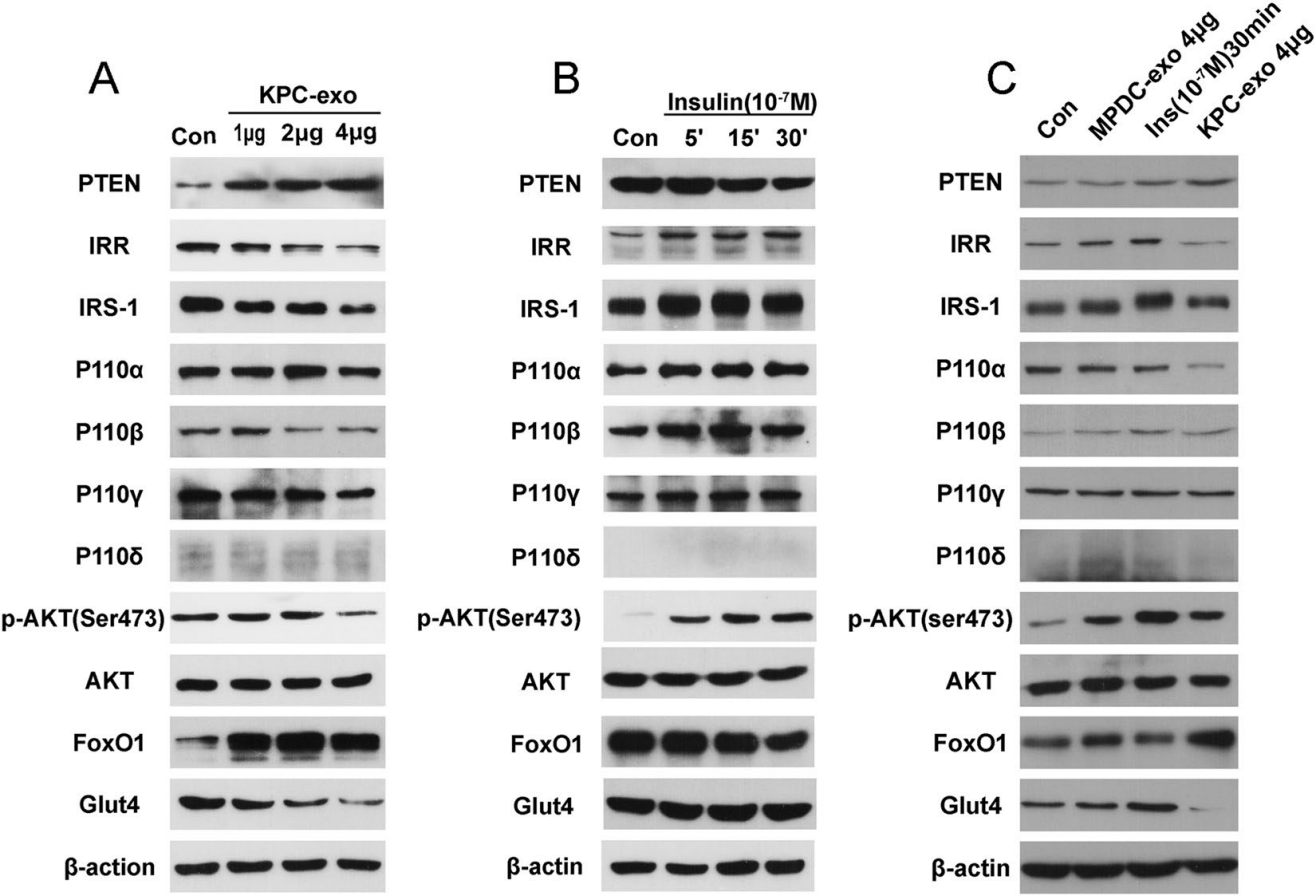
KPC-exosomes down-regulate the insulin and PI3K/Akt signalling pathway. To verify insulin and PI3K/Akt signalling pathway activation, the expression of some of the best characterized components and related targets was determined by western blot analysis. Differentiated C2C12 cells were cultured in 25-cm^2^ culture-flasks with 5 ml DMEM medium. (**A**) Differentiated C2C12 cells were treated with KPC-exosomes (1 μg, 2 μg, 4 μg) for 24 h. (**B**) Differentiated C2C12 cells were treated with insulin (10^−7^ M) for 5 min, 15 min, or 30 min. (**C**) Differentiated C2C12 cells were treated with 4 μg MPDC-exosomes for 24 h, 10^−7^ M insulin for 30 min, or 4 μg KPC-exosomes 24 h. MPDC-exosomes were employed as a negative control.

The physiological dose of insulin allows the translocation of GLUT4 from the intracellular medium into the plasma membrane, a process directly related to cellular glucose intake^26^. We observed that KPC-exosomes apparently depleted the expression level of GLUT4, as depicted in Fig. 3A. The western blot approach was a valuable tool in assessing the different functions played by insulin and KPC- and MPDC-exosomes (Fig. 3B and C).

We explored the existence of other extracellular vesicle subfractions, such as microvesicles known to act as carriers of cellular messages^27^, and showed that KPC-microvesicles had no impact on the protein level (Supplementary Fig. S3).

These results demonstrated that KPC-exosomes could inhibit insulin and the PI3K/Akt signalling pathway, presumably triggering down-regulation of glucose intake and subsequent insulin resistance. MPDC-exosomes were properly selected as the negative control in this study.

### FoxO1 and Phospho-FoxO1 expression and nuclear translocation are induced by KPC-exosomes in C2C12 myotubes

FoxO1 is a transcription-associated protein that is localized within the cell nucleus and is a key target of the PI3K/Akt signalling pathway. FoxO1 is phosphorylated by activated Akt, leading to nuclear exclusion and transcriptional activity suppression. Once activated, FoxO1 plays a critical role in muscle insulin resistance^28^.

Our results showed that KPC-exosomes induced up-regulation of total FoxO1 in a dose-dependent manner. The nuclear FoxO1 levels displayed an increasing trend (normalized to the nuclear protein Lamin A/C levels; Fig. 4A) in contrast to the nuclear Phospho-FoxO1 levels (Fig. 4B). Compared to KPC-exosomes, insulin within physiological doses played an opposite role in FoxO1 nuclear translocation (Fig. 4A and B), which was confirmed by immunofluorescence. According to our *in vitro* studies, FoxO1 within the nucleus (red overlapped with blue) was mainly localized within the KPC-exosomes group rather than the insulin region (Fig. 4C), whereas *in vivo* analyses showed that the FoxO1 protein accumulated in the muscle cell nuclei (red overlapped with blue) of the nude mice (Fig. 4D).

**Figure 4:**
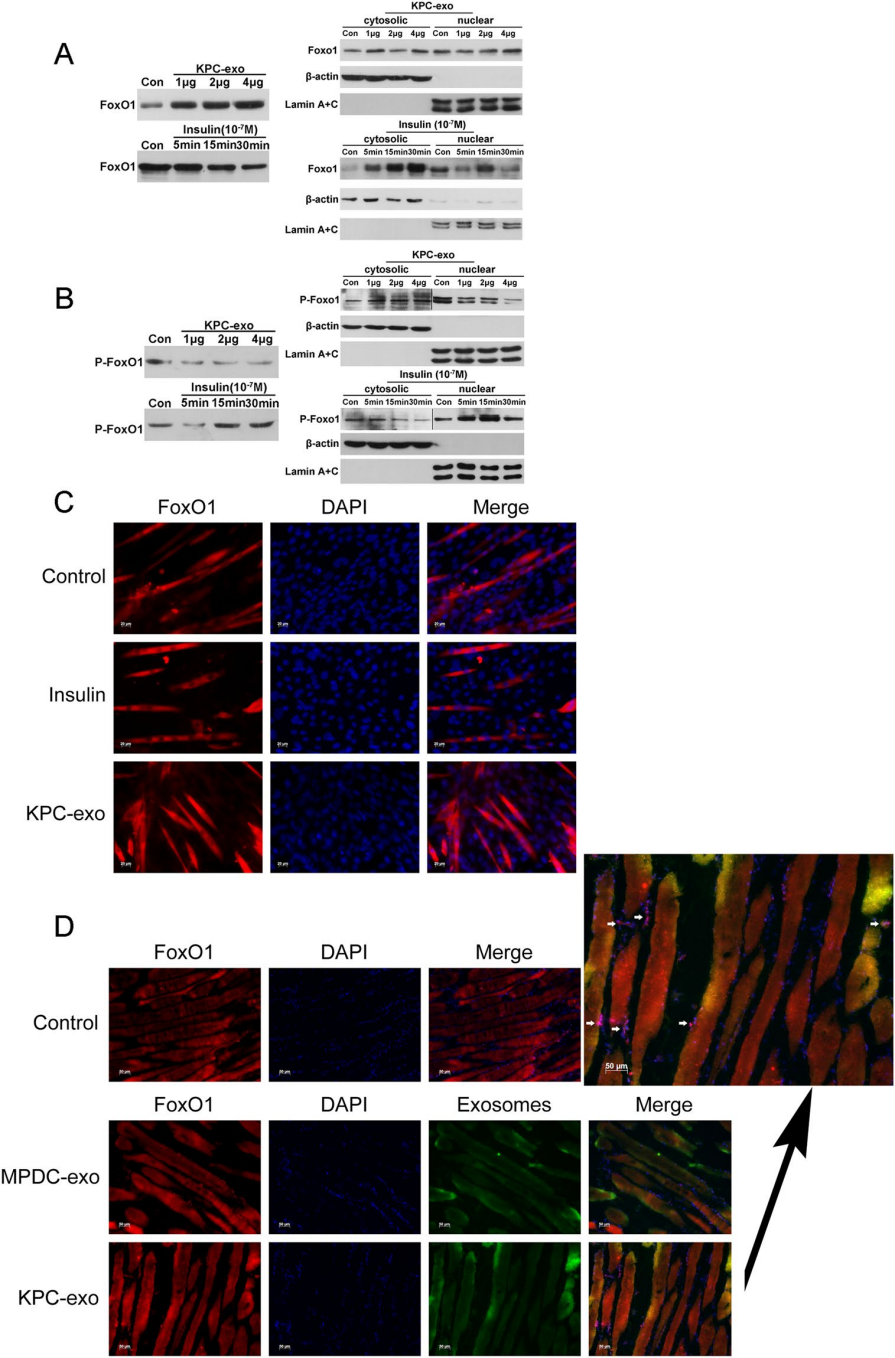
FoxO1 and Phospho-FoxO1 expression and nuclear translocation induced by KPC-exosomes in C2C12 myotubes. Differentiated C2C12 cells cultured in 25-cm^2^ culture-flasks with 5 ml DMEM were treated with KPC-exosomes (1 μg, 2 μg, 4 μg) for 24 h and 10^−7^ M insulin (5 min, 15 min, 30 min). (**A**) Total FoxO1 expression; expression in cytoplasm and nucleus. (**B**) Total Phospho-FoxO1 expression; expression in cytoplasm and nucleus. (**C**) Differentiated C2C12 cells cultured in 24-well plates were treated with 1 μg/ml KPC-exosomes for 24 h or 10^−7^ M insulin for 30 min. The nuclear (blue) translocation of FoxO1 (red) was verified by immunofluorescence. Scale bar, 20 μm. (**D**) 20 μg PKH67-dyed (green) exosomes in 100 μL PBS was injected through the caudal vein into the body of each mouse. The nuclear (blue) translocation of FoxO1 (red) was verified by immunofluorescence. Scale bar, 50 μm.

### KPC-exosomes inhibit translocation of Glut4 to the plasma membrane

Regulation of the Glut4 distribution during glucose homeostasis maintenance is of paramount importance^26^. Under basal conditions, Glut4 exists mainly within the endomembranes of endosomes or certain intracellular vesicles. Once stimulated by insulin, Glut4 is transported to the plasma membrane by vesicles, promoting glucose uptake. To provide a comprehensive overview of Glut4 translocation governed by KPC-exosomes, we monitored the responses of these processes in C2C12 myotubes and skeletal muscle samples by immunofluorescence analysis. For this purpose, we employed and compared the KPC-exosomes and MPDC-exosomes groups together with a blank control group. The expression level of Glut4 within the membranes of the C2C12 myotubes was significantly decreased after interacting with KPC-exosomes compared with the blank control and MPDC-exosomes groups (Fig. 5A). Similarly, according to the *in vivo* experiments, KPC-exosomes induced an apparent depletion of the Glut4 distribution, as observed in Fig. 5B.

**Figure 5:**
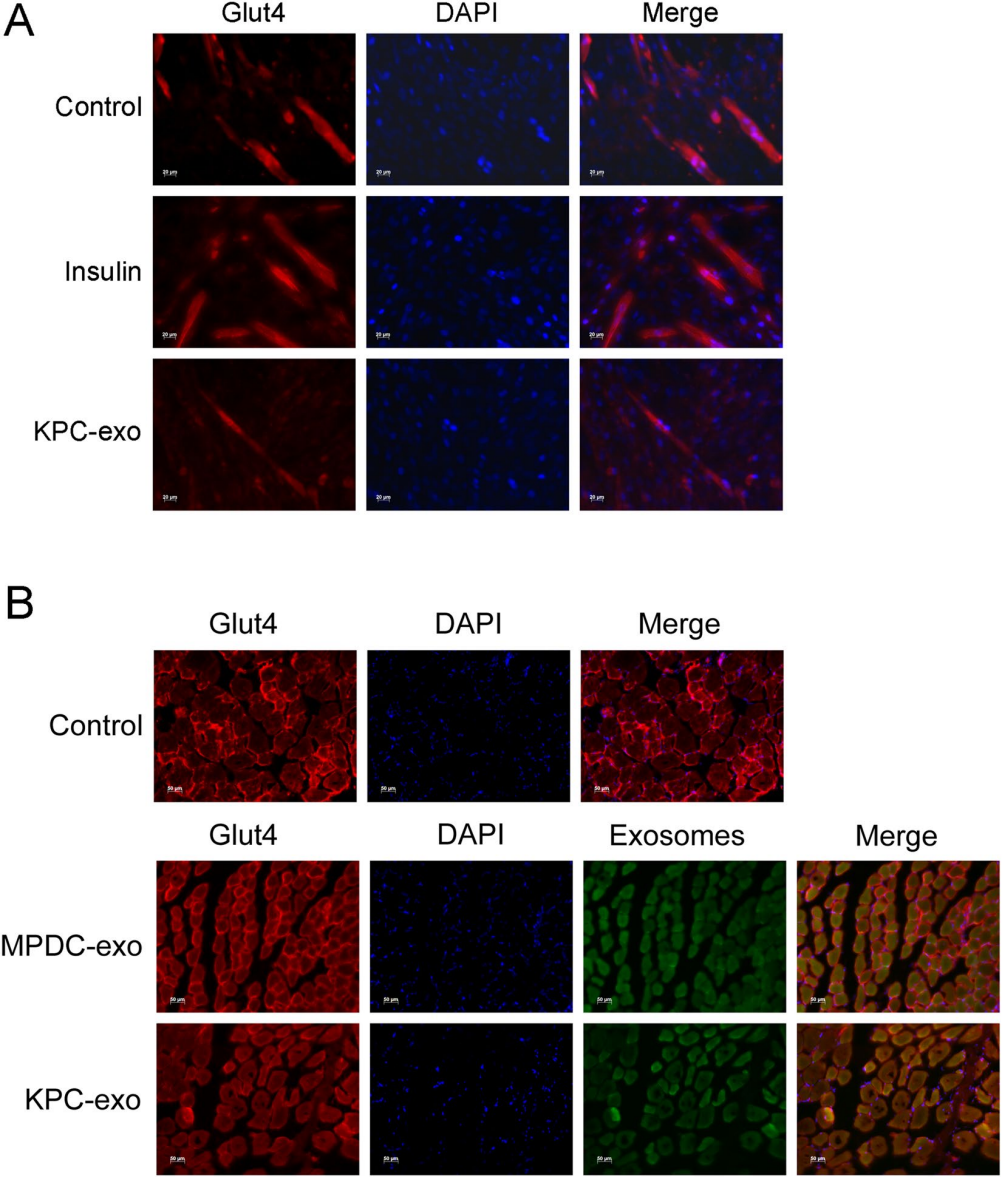
KPC-exosomes inhibit Glut4 translocation to the plasma membrane. (**A**) Differentiated C2C12 cells cultured in 24-well plates were treated with 1 μg/ml KPC-exosomes per well for 24 h or 10^−7^ M insulin for 30 min. The membrane distribution of Glut4 (red) was verified by immunofluorescence. Scale bar, 20 μm. (**B**) 20 μg PKH67-dyed (green) exosomes in 100 μL PBS was injected through the caudal vein into each mouse. The membrane distribution of Glut4 (red) was verified by immunofluorescence. Scale bar, 50 μm.

### FoxO1 depletion promotes Glut4 expression and minimizes the inhibition of Glut4 induced by KPC-exosomes *in vitro*

To investigate the effect of FoxO1 on Glut4, siRNA-FoxO1 was employed. After transfection, the total protein levels of FoxO1 were evaluated by western blot analysis, which showed a major loss (Fig. 6A). Subsequent results also suggested that FoxO1 depletion could promote Glut4 expression, while restraining the inhibition of Glut4 by KPC-exosomes (Fig. 6B). However, the underlying mechanism requires further exploration.

**Figure 6:**
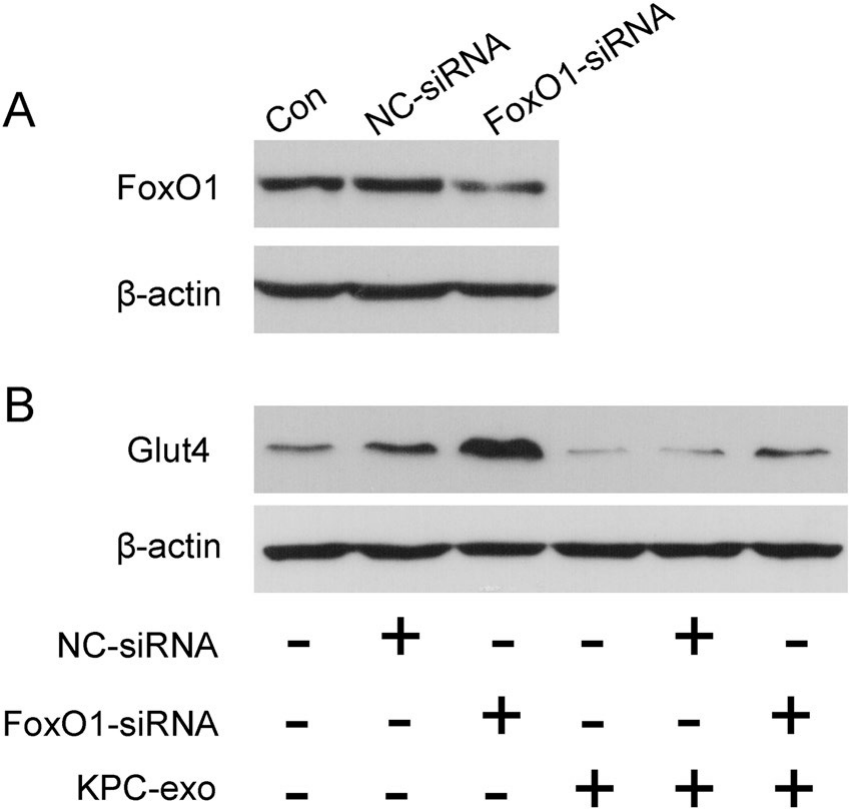
Effect of FoxO1 depletion on Glut4 expression. (**A**) The effect of siRNA on total FoxO1 protein expression. The total FoxO1 protein level was significantly decreased compared to the control groups. (**B**) The Glut4 protein level was dramatically enhanced when FoxO1 was depleted, which also minimized the inhibition of Glut4 induced by KPC-exosomes.

### MicroRNA microarray analysis and differential screening

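Exosomes were isolated from supernatants of KPC cells, a murine pancreatic cancer cell line, and MPDC cells, a murine pancreatic ductal epithelial cell line. The paper states that KPC cells were maintained with 20% FBS and MPDC cells with 10% FBS, and that supernatants were collected after 48 h in medium with exosome-free FBS. The RNA of each preparation was labelled with the dye Cy3 and hybridized to an Agilent mouse miRNA array. There was 1 array for KPC-exosomes and 1 array for MPDC-exosomes, and both lay on the same slide. The differences between them therefore have no replicate check, and no SD, p-value or test across samples is given. The number of arrays limits the precision of every value.

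Each array held 58594 spots, of which 56430 carried probes for 1881 mouse miRNAs. There were 4415 such probes, with 1 to 4 probes per miRNA (median 2) and 7 to 30 spots per probe (median 15). None of these spots was saturated on either array. Agilent Feature Extraction subtracted the background and gave each probe a total signal with an error, both as intensities in arbitrary units. A probe was detected when its signal exceeded 3 times its error. The signal of a miRNA was the sum over its detected probes, and a miRNA without a detected probe was set to a floor of 0.1. The authors then normalized the log2 signals between the arrays in GeneSpring, and the paper does not name the method. Quantile normalization with tied values averaged, applied to the scanner signals of the 1881 miRNAs and 21 control features, gave values within 1.11e-05 (log2) of those the authors deposited. This setting is used for the differences, which are given as log2 of KPC-exosomes minus MPDC-exosomes.

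A miRNA detected on 1 array only has a bound in place of a fold change. The bound sets its normalized signal against a limit on the other array, and is written as at least N-fold. The limit is the lowest normalized signal of a detected miRNA there or the miRNA's own signal summed over all its probes and placed on the same normalization curve, whichever is higher. No fold is given where this bound lies under 1. The lowest detected signal was that of miR-345-3p in KPC-exosomes (1.41 ± 0.457) and of miR-770-5p in MPDC-exosomes (1.51 ± 0.490), each with 4 probes. Probes of miRNAs with 2 probes could have larger errors, such as 0.93 for undetected miR-466b-3p in KPC-exosomes. They could miss a brighter signal, so that such a bound may be too high and is not a strict minimum. The scanner error of a difference combines the errors of both signals and covers the measurement on these arrays, not the variation between preparations of exosomes.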

The expression profiles of exosomal microRNAs from KPC and MPDC cells were evaluated using the Agilent Mouse miRNA V21.0 chip (GSE95741). Compared with MPDC-exosomes (the negative control), a total number of 1,881 differentially expressed KPC-exosomal miRNAs were identified (Supplementary Information datasheet 1). 

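On the array of KPC-exosomes 772 miRNAs (41.0%) were detected, and on the array of MPDC-exosomes 1031 miRNAs (54.8%). Both arrays detected 726 miRNAs, 46 were detected in KPC-exosomes only and 305 in MPDC-exosomes only, which makes 1077 miRNAs detected on at least 1 array. The other 804 miRNAs were detected on neither array, so that both of their signals were at the floor. Quantile normalization moved the floor to -2.61 on the array of KPC-exosomes and to -3.32 on the array of MPDC-exosomes. Each of these 804 miRNAs is therefore listed as higher in KPC-exosomes by 0.71 on the log2 scale without a signal on either array.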

Using specific filter criteria, where one or both of the KPC- and MPDC-exosomes exhibited a distinct signal against the microarray background (marked as “Detected” in datasheets) and a ≥ two-fold change in expression was evident, 799 differentially expressed miRNAs were selected (Supplementary Information datasheet 2), of which 339 were up-regulated, and 460 were down-regulated (Supplementary Information datasheet 3). 

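In the same way, 799 miRNAs were detected on at least 1 array and differed at least 2-fold, 339 of them higher and 460 lower in KPC-exosomes. Another 278 miRNAs were detected and differed by less. Of the 339 higher miRNAs, 293 were detected on both arrays and 46 in KPC-exosomes only, and the bound of each of the 46 was at least 2-fold. Of the 460 lower miRNAs, 155 were detected on both arrays and 305 in MPDC-exosomes only. For 110 of these 305 the bound was at least 2-fold, for 195 it was not, and among the 195 were 172 with no bound. The miRNA's own signal set the limit for 17 of the 46 and for 122 of the 305. With bounds in place of floors, 339 miRNAs were at least 2-fold higher and 265 at least 2-fold lower. These numbers of bounds depend on the normalization. It placed the lowest detected signal at 2.19 in KPC-exosomes and at -1.36 in MPDC-exosomes on the log2 scale. The numbers may also be too large, because the bound can be too high for miRNAs with 2 probes. Without normalization the bound was at least 2-fold for 35 of the 46 and for 271 of the 305, while 2 of the 46 and 3 of the 305 had none. The scanner error of the 448 called differences measured on both arrays had a median of 0.18 and a maximum of 0.52 on the log2 scale.

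Before normalization the signals were lower on the array of KPC-exosomes. Of the 726 miRNAs detected on both arrays, 591 had the lower signal there, and the median log2 difference was -1.37. After quantile normalization the median was 0.53. Among the 293 higher miRNAs measured on both arrays, 74 were at least 2-fold higher before normalization, and 158 had a signal in KPC-exosomes that was equal or lower, 26 of them at least 2-fold lower. Set against the scanner error, 107 of the 293 were higher by more than 2 errors before normalization, 100 were lower by more than 2 errors and 86 differed by no more than that. Among the alternatives, apart from scaling by the spike-in controls, leaving out the normalization moved the direction of the calls most, to 120 higher and 732 lower miRNAs.

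The normalization did not move all signals alike. For the 99 miRNAs detected on both arrays whose signal in MPDC-exosomes was at most that of miR-200a-5p (14.8), it added a median of 4.30 to the log2 difference, from 2.85 to 5.14. All 99 were called higher in KPC-exosomes, and 53 of them had no higher signal there before normalization. For the other 627 miRNAs it added a median of 1.79, from 1.36 to 3.18. Of these, 194 were called higher and 155 lower.

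**Figure D1:**
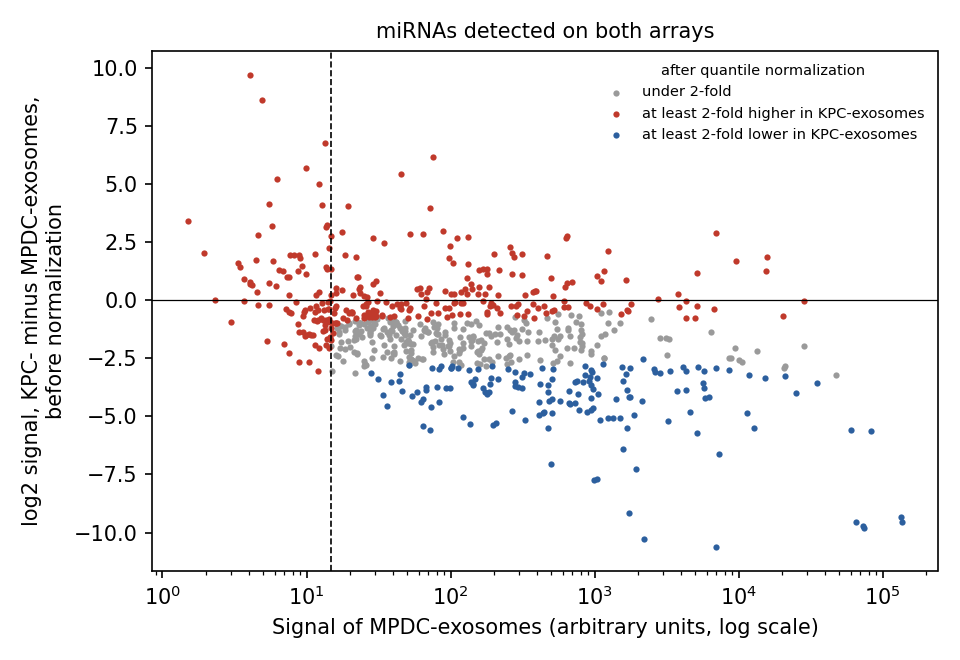
Each point is 1 of the 726 miRNAs detected on both arrays, with its signal in MPDC-exosomes in arbitrary units (log scale) on the horizontal axis and its log2 difference before normalization (KPC-exosomes minus MPDC-exosomes) on the vertical axis. Colours give the call after quantile normalization, the horizontal line marks equal signals and the dashed line marks the signal of 14.8, to the left of which all 99 points are called higher.

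After quantile normalization, the largest differences measured on both arrays were those of miR-7231-5p (13.46), miR-3104-5p (12.25), miR-3106-5p (11.08), miR-7039-5p (9.77) and miR-6985-5p (9.20) among the higher miRNAs. Among the lower miRNAs they were miR-124-3p (-8.75), miR-292a-3p (-8.09), miR-291a-5p (-8.05), miR-294-3p (-7.89) and miR-293-3p (-7.79). The 5 higher miRNAs kept their direction without normalization, but the ranking depends on the normalization. Without it let-7b-5p (6.16) passed miR-7039-5p (5.68) and miR-6985-5p (4.98), while miR-7231-5p, miR-3104-5p and miR-3106-5p stayed above let-7b-5p. Among the lower miRNAs, miR-295-3p (-9.74) then passed miR-292a-3p (-9.56) and miR-293-3p (-9.32), but not miR-124-3p, miR-291a-5p or miR-294-3p. Probes for miR-292a-3p lie on chromosome 7 of mm9 from 3219244 to 3219261, those for miR-293-3p from 3220395 to 3220412 and those for miR-294-3p from 3220694 to 3220713, and the probes for miR-3106-5p lie on chromosome 8 from 16168774 to 16168790.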

We initially focused on the insulin, PI3K/Akt, and FoxO pathways (data provided in Supplementary Information datasheet 4). Among these signalling pathways, 65 differentially expressed miRNAs were identified (22 highly expressed and 43 lowly expressed; Fig. 7A and Supplementary Information, datasheet 5). 

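All 65 miRNAs passed the same filter here, 22 of them higher and 43 lower in KPC-exosomes. Of the 22 higher miRNAs, 19 were detected on both arrays, with log2 differences from 1.12 to 6.24 and a median of 2.62, and 3 were detected in KPC-exosomes only. Of the 43 lower miRNAs, 16 were detected on both arrays, with log2 differences from -8.09 to -1.32 and a median of -2.88, and 27 were detected in MPDC-exosomes only. The bound of 12 of these 27 was at least 2-fold, 2 had a smaller bound and 13 had none, whereas without normalization the bound of 24 was at least 2-fold and that of 3 was smaller. Among the 43 lower miRNAs, 16 belong to the miR-297, miR-466, miR-467 and miR-669 families. A signal of at least 100 on either array was measured for 24 of the 65 miRNAs, 8 of them higher in KPC-exosomes.

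Of the 19 higher miRNAs measured on both arrays, 9 had an equal or lower signal in KPC-exosomes before normalization. These were miR-883a-5p, miR-339-5p, miR-345-3p, miR-760-3p, miR-542-3p, miR-484, miR-680, miR-212-3p and miR-1187. The log2 difference of miR-345-3p was 2.28 after quantile normalization and -1.03 when each array was scaled by the median of the miRNAs detected on both. The 65 miRNAs were chosen on these same arrays. In the paper the insulin, PI3K/Akt and FoxO pathways were the first focus, and they are reported as enriched among the predicted targets. The paper takes the array and the enrichment to bear out this choice of pathways. It proposes that exosomal miRNAs may initiate the metabolic disturbance of skeletal muscle.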

Validation of the microarray data was performed by RT-qPCR analyses, using the first nine miRNAs from each subgroup (high and low expression; Fig. 7B). We also explored the effects on the signalling pathways of the first nine highly expressed miRNAs and discovered that miR-666-3p, miR-540-3p, miR-125b-5p and miR-450b-3p potentially promote FoxO1 expression, whereas miR-883b-5p, 666-3p, miR-450b-3p and miR-151-3p may play an essential role in down-regulation of Glut4 expression. Considering the expression changes in the upstream proteins in the IRS/PI3K/Akt signalling axis, the regulation of FoxO1 and Glut4 presumably occurs in an indirect manner (Fig. 7C).

**Figure 7:**
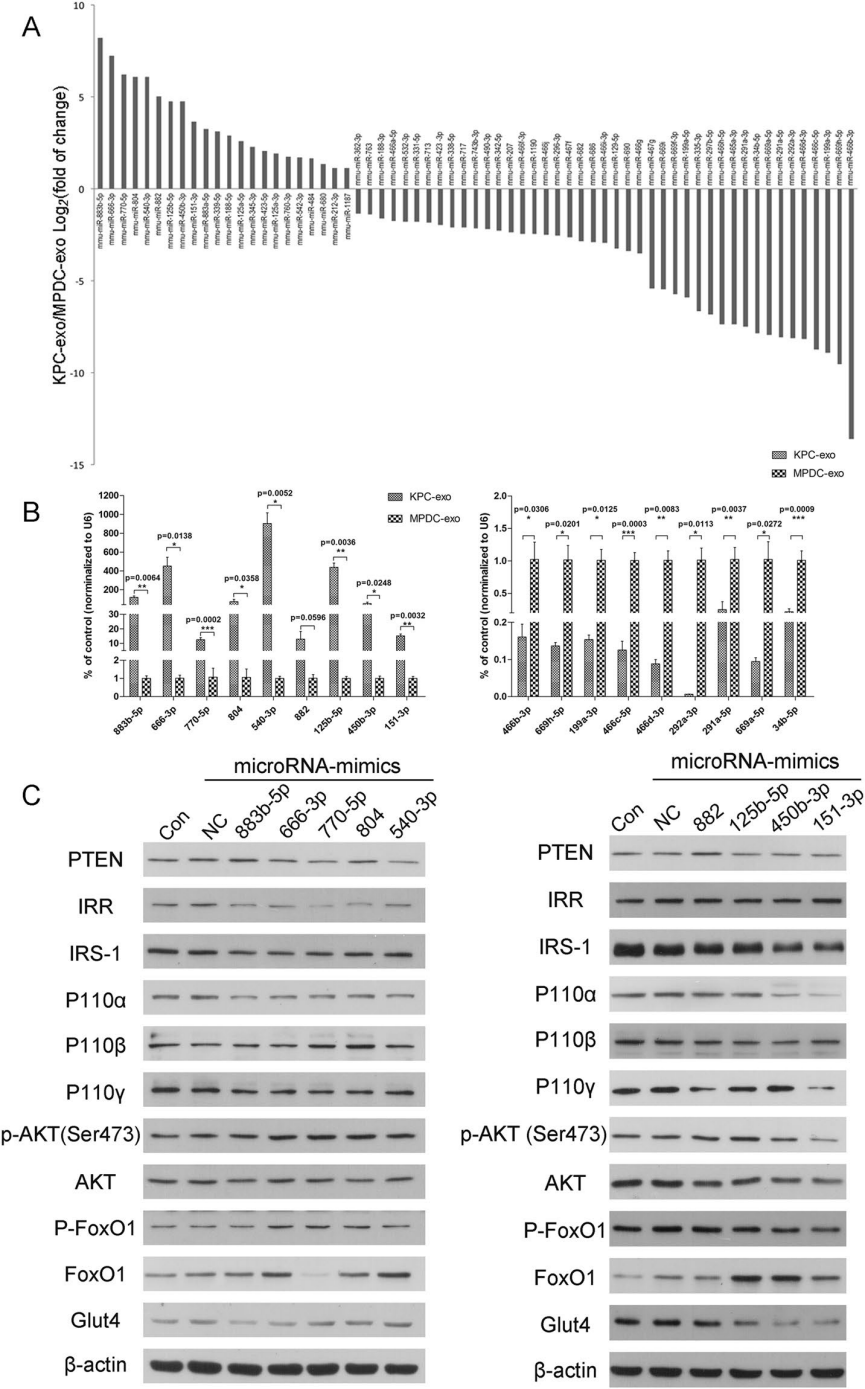
Comparison of miRNA profiles of the two types of exosomes according to the microarray analysis and validation by RT-qPCR and immunoblotting. (**A**) The bar graph shows differentially expressed miRNAs in KPC-exosomes compared with MPDC-exosomes. (**B**) The first nine miRNAs from each subgroup (increased & decreased) were validated by RT-qPCR. U6 was used as an endogenous control. (**C**) The effects of the first nine highly expressed miRNAs on the signalling pathways.

### Target gene prediction and GO/KEGG pathway enrichment

To identify the potential target genes of the differentially expressed miRNAs, gene prediction studies were performed using three established algorithms (TargetScan, PITA and microRNA.org), with a total number of 12301 putative targets being identified (Supplementary Information datasheet 6). For a comprehensive understanding of the functions of the predicted genes, the targets were subjected to a Gene Oncology (GO) analysis, employing three categories: cellular component, molecular function and biological process. The membrane, cytoplasm, nucleus, protein binding and regulation of transcription categories were classified as highly enriched categories that were mainly involved in cellular material transportation, signal transduction and homeostatic processes (Supplementary Fig. S4). Additionally, these predicted genes were classified according to KEGG functional annotations to identify the actively regulated pathways. The results listed 281 relevant signalling pathways (Supplementary Information datasheet 4), among which the PI3K/Akt, FoxO, and insulin signalling pathways were markedly enriched (Table 2 and Supplementary Information datasheet 4). We assume that these signalling pathways are promising platforms for further investigations of underlying mechanisms, and we have designed a brief scheme showing the complex correlation behind these processes (Supplementary Fig. S5).

**Table 2:** KEGG pathways enriched by target genes of differentially expressed miRNAs.

NO.	Pathway ID	Pathway description	Target genes with pathway annotation, n (%)	P value
1	mmu05200	Pathways in cancer	204(9.28)	4.09E-12
……		……	……	
5	mmu04151	PI3K-Akt signalling pathway	171(7.78)	5.44E-09
……		……	……	
14	mmu04120	Ubiquitin mediated proteolysis	78(3.55)	3.82E-06
15	mmu04068	FoxO signalling pathway	73(3.32)	8.01E-06
……		……	……	
23	mmu04910	Insulin signalling pathway	71(3.23)	8.70E-05
……		……	……	
190	mmu04140	Regulation of autophagy	10(0.45)	0.691436
……		……	……	

P < 0.05 with significant enrichment.

The likelihood of autophagy in this field was also considered, but the western analysis (Supplementary Fig. S6) revealed that the expression of microtubule-associated protein 1 light-chain 3 (LC3) — an important molecular indicator of autophagy activity — did not display a remarkable change in the LC3II/LC3I ratio; the KEGG pathway enrichments (Table 2 and Supplementary Information datasheet 4) did not support this possibility either.

## Discussion

Epidemiological prospective studies^5–8^ as well as frontier researches^29^ have clearly shown a connection between new-onset diabetes and PC, under which the novel cancer-related concepts “metabolic reprogramming” and “metabolic crosstalk”^10, 30, 31^ have gained increased attention. However, the previously reported studies do not fully justify the mechanism behind such metabolic crosstalk between PC and peripheral tissues. The current study not only comes to support these concepts but also contributes to the mechanism of the glucose metabolic disorder and insulin resistance within peripheral tissues in the context of PC.

IR of skeletal muscle is not only the main pathological component of PC-DM^9^ but it also has a close connection with the progression of PC^12, 13^. Therefore, when the mechanism of skeletal muscle IR induced by PC is clarified, we will identify some key molecules in the process, and the results may contribute to improvements in the diagnosis and treatment of PC.

We report herein that C2C12 cells treated with KPC-exosomes have induced insulin and PI3K/Akt signalling inhibition, triggering insulin resistance and glucose intolerance. We have detected increased levels of FoxO1 expression and nuclear translocation both *in vitro* and *vivo*. By contrast, Glut4 exhibited depleted expression, particularly within the cell membrane. Screening studies (microarray analysis) have offered a plethora of differentially expressed KPC-exosomal miRNAs, several of which are promising agents in mediating insulin signalling. According to these data, exosomal miRNAs may act as initiators of the PC-derived exosomal ability to disrupt the metabolic balance of skeletal muscles. These novel findings indicate that PC-derived exosomes may play a key role in the onset of PC-DM, and exosomal miRNAs are promising biomarkers in this field.

The dysfunction of insulin signal transduction triggers insulin resistance; once this signal is weakened or disrupted, insulin resistance occurs. Insulin exerts biological functions by binding to specific receptors on the surfaces of insulin target cells^32^. Insulin activates tyrosine kinase activity through insulin receptor-related receptor (IRR), inducing insulin receptor substrate (IRS) phosphorylation. Phosphorylated IRS combines further with P85, which is the regulatory subunit of phosphatidylinositol 3-kinase (PI3K), leading to the activation of the catalytic subunit P110. Once activated, P110 catalyses the conversion of phosphatidylinositol-4,5-bisphosphate (PIP2) to phosphatidylinositol-1,4,5-trisphosphate (PIP3). PIP3 further activates proteins with the pleckstrin homology (PH) domain, promoting their membrane translocation. One of the proteins that contains a PH domain is a serine-threonine kinase (Akt), also known as protein kinase B (PKB), that represents the main signalling component of insulin signalling transduction. Therefore, the IRS/PI3K/Akt axis as an insulin signal transduction pathway is of paramount importance in mediating the subsequent series of insulin biological effects^33^. The transcription factor FoxO1 is expressed in various species and belongs to a subfamily of the Forkhead protein family, class O. FoxO1, the first discovered member of this subfamily, is a crucial molecular downstream regulator of the insulin signalling pathway, playing a key role in regulating glucose homeostasis^34^. Once phosphorylated by activated Akt, FoxO1 translocates from the nucleus to the cytoplasm, losing its transcriptional activity. However, when PI3K/Akt signalling is not activated, phosphorylated FoxO1 is dephosphorylated, re-translocated to the nucleus, where it recovers its transcriptional activity. Therefore, a physiological dose of insulin inhibits FoxO1 activity through activation of the PI3K/Akt signalling pathway, as illustrated in Fig. 8A.

**Figure 8:**
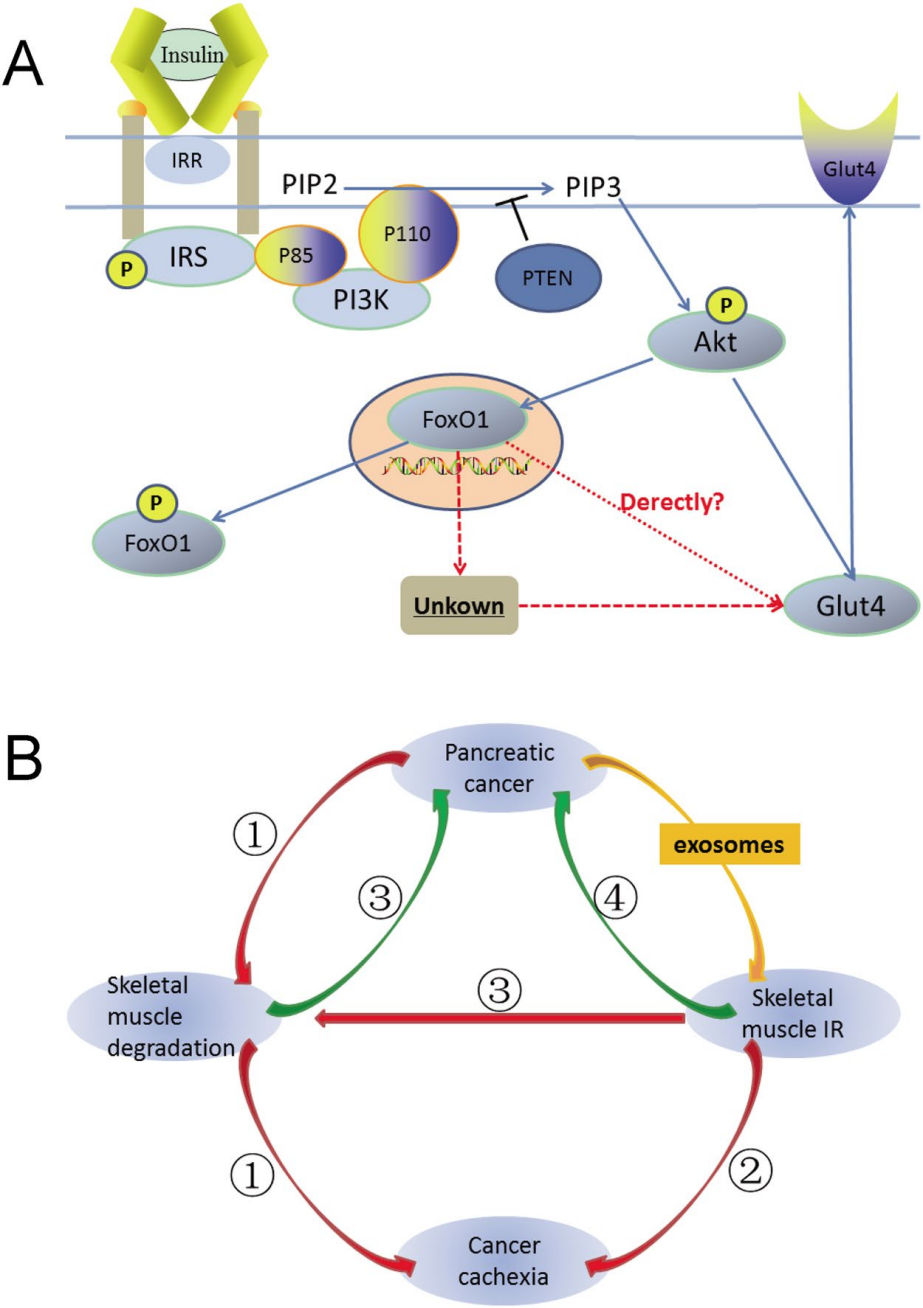
Schematic of the mechanism and magnificent background involved in this study. (**A**) Schematic of the insulin and PI3K/Akt signalling pathways. Dashed lines indicate a possible mechanism. (**B**) Schematic of the metabolic crosstalk between PC and skeletal muscle: ① UPS plays a key role in cancer patients’ experience of skeletal muscle loss; ② A close connection between the degree of severity of IR and progression of cancer cachexia; ③ IR exacerbates skeletal muscle degradation as cancer evolves, which produces amino acids for tumour proliferation; ④ Under the conditions of IR, overexpression of IRR and IGF-1 receptor in tumour cells promotes tumour growth.

Our results have clearly demonstrated that KPC-exosomes negatively regulate the insulin and PI3K/Akt signalling pathway (Fig. 3A), in contrast to the effect of a physiological dose of insulin (Fig. 3B). According to these data, we speculate that exosomal miRNAs play a critical role in this process (Fig. 7C and Supplementary Fig. S3). It is worth mentioning that one of the predicted genes of miR-151-3p is Ppp2r5b (protein phosphatase 2, regulatory subunit B’, beta isoform) (Supplementary Information datasheet 6), which has been linked to insulin resistance in adipocytes^35^. Although this study supports our assumptions from a different perspective, the specific mechanism of these exosomal miRNAs *in vitro* and *in vivo*, either through direct binding or by indirectly regulating the expression of other genes, requires further investigations.

FoxO1 and Glut4 are closely linked to insulin resistance and glucose intake, respectively (Fig. 8A). Thus, we have explored their expression and distribution. According to our immunoblotting analyses, KPC-exosomes facilitated FoxO1 protein expression but inhibited Glut4, as shown in Fig. 3A. Subsequent studies indicated an increased level of FoxO1 nuclear translocation that was induced by KPC-exosomes, while Phospho-FoxO1 showed a decreasing trend (Fig. 4A and B). We further validated the translocation of FoxO1 and Glut4 *in vitro* (Fig. 4C and A) and *in vivo* (Figs 4D and 5B) by immunofluorescence.

FoxO1 and Glut4 are the most essential downstream targets of PI3K/Akt signalling. It has been reported that FoxO1 can inhibit the transcription of peroxisome proliferator-activated receptors PPAR-γ1 and PPAR-γ2 in adipocytes, thereby circumventing the inhibition of PPAR-γ2 on Glut4^36^. However, the potential existence of a regulatory relationship between FoxO1 and Glut4 within skeletal muscles is questionable. We transfected C2C12 cells with siRNA-FoxO1 and showed that the FoxO1 defect can promote Glut4 expression and partially restraining the inhibition of KPC-exosomes on Glut4 (Fig. 6B). This valuable discovery paves the way for further studies to elucidate it (Fig. 8A).

The microRNA microarray (GSE 95741) and KEGG analyses have confirmed the appropriate selection of insulin, PI3K/Akt and FoxO as signalling pathways in this study (Table 2 and Supplementary Information datasheet 4). Based on the essential impact of autophagy on metabolism^37^, we also attempted to explore potential correlations of autophagy with this field. To this end, we chose the microtubule-associated protein 1 light-chain 3 (LC3) type I and II, a homologue of the yeast ATG6 (Ant7/Apg8) gene in mammalian cells. When autophagy occurs, cytoplasmic LC3 cleaves small segments of polypeptides through enzymolysis and becomes LC3-I. LC3-I combines further with phosphatidyl ethanolamine (PE) and undergoes lipidation by a ubiquitin-like system to generate LC3-II, which binds to the autophagic membrane^38^. Therefore, the amount of LC3-II (LC3II/I ratio) is correlated with the autophagy level, being a reliable marker for monitoring the autophagic course. However, our results (Supplementary Fig. S6) indicated no apparent difference in LC3II/I, combined with the KEGG data (Table 2), suggesting that autophagy is probably not involved in these processes.

The KEGG results have also indicated that the ubiquitin-proteasome pathway (or ubiquitin-proteasome system, UPS) is enriched by the predicted target genes of differentially expressed KPC-exosomal microRNAs. This is of paramount importance as it highlights essential features (Fig. 8B). First, UPS plays a key role in cancer patients experiencing skeletal muscle loss; its excessive loss is a fundamental feature of cancer cachexia^39^. In addition, a close connection between the degree of severity of IR and progression of cancer cachexia has been observed^12, 13^; IR exacerbates skeletal muscle degradation as cancer evolves, and the amino acids produced by muscle breakdown are used for tumour proliferation^30^. Lastly, under the conditions of IR, the serum insulin level increases, leading to the overexpression of IRR and the insulin-like growth factor 1 (IGF-1) receptor in tumour cells, which promotes tumour growth^40, 41^. In the context of PC “metabolic reprogramming” and “metabolic crosstalk”, we can evaluate this finding from a macroscopic perspective.

In summary, we have demonstrated that PC-derived exosomes (isolated from murine pancreatic cancer cells) inhibit glucose intake and promote lipidosis, developing an eventual state of insulin resistance in skeletal muscle cells. The process is, at least partially, governed by the PI3K/Akt/FoxO1 signalling pathways, and exosomal miRNAs are probably involved. The current study provides new insight into the mechanism of PC-DM and will contribute to a comprehensive understanding of the relationship between PC and systemic metabolism. Subsequent studies will explore the potential of promising exosomal miRNAs and include functional verifications and mechanistic elucidations. This study paves the way towards discovering potential targets for correcting metabolic disorders and improving the diagnosis/treatment of PC.

## Materials and Methods

### Cell culture

The murine pancreatic cancer cell line, developed from the tumour tissues of *Kras* ^*LSL-G12D/*+^, *Trp53* ^*LSL-R172H/*+^, *Pdx1-Cre*(*KPC*) mice that can develop spontaneous pancreatic ductal adenocarcinoma (PDAC), was kindly provided by Dr. Tingbo Liang’s Research Group (Zhejiang University, China) and maintained in RPMI-1640 medium (Gibco, Shanghai, China), supplemented with 20% foetal bovine serum (FBS), 1% sodium pyruvate (100×), and 1% MEM Non-Essential Amino Acids (NEAA 100×). The murine pancreatic ductal epithelial cell line (MPDC) was purchased from CELLBIO Company (CBR131654, Shanghai, China) and cultured in Dulbecco’s modified Eagle’s Medium containing L-Glutamine, 4.5 g/L D-Glucose, and 110 mg/L sodium pyruvate (DMEM; Gibco, Shanghai, China) and supplemented with 10% FBS. C2C12 myoblasts were purchased from the cell bank of the Chinese academy of sciences (GNM26, Shanghai, China) and cultured in DMEM, supplemented with 10% FBS. When C2C12 myoblasts achieved 70–80% confluence, the medium was replaced with DMEM containing 2% horse serum daily, which would induce the differentiation of myoblasts into myotubes in 4–6 days. The myotubes were used for the experiments. The images of the C2C12 differentiation process were obtained by fluorescence microscopy (40×, Carl Zeiss, Germany) in coordination with an imaging system (Ckx41, Olympus).

### Exosome isolation

Exosomes, secreted by the murine pancreatic cancer cells (KPC-exosomes) and the murine pancreatic ductal epithelial cells (MPDC-exosomes), were isolated from supernatants. Cells were cultured to 80% confluence, and the medium was replaced with medium containing exosome-free FBS (prepared by differential centrifugation for 16 h at 100,000 g). Supernatants were collected after 48 h of incubation. Exosomes were then isolated by differential centrifugation as previously described^42^. It is worth mentioning that after the step involving 10,000 g for 30 minutes, the pellet also included microvesicles, which are large EVs ranging from 50 to 1,000 nm in diameter^42^. The final exosome pellet was resuspended in 1 × PBS for use.

### qNano analysis

Isolated exosomes were analysed on the qNano-TRPS (Izon Science Ltd, China). Fractions were diluted and 5-minute movies were generated for 40 μl of each sample. Graphical analysis showed the concentration per millilitre and the particle size distribution of the microparticles.

### Electron microscopic imaging of exosomes

A drop of 20 μl of the exosome suspension (1–2 μg/μl) was pipetted onto an electron-microscopy grid and allowed to stand for 3–5 minutes at room temperature. Then, the grid was moved to the surface of a drop of 1% osmium tetroxide (diluted in 0.1 M sodium phosphate buffer) for another 3–5 minutes to be stained. Excess fluid was removed with a piece of Whatman filter paper. Exosomes were viewed using the Philips Tecnai 10 transmission electron microscope (Philips, Netherlands).

### Western blot of exosomes

Exosomes were isolated according to the procedure mentioned above. The exosome suspension was disintegrated with RIPA Lysis Buffer (Sigma, USA) containing a protease inhibitor cocktail kit (Thermo, USA) for 10 minutes at room temperature and quantified using the bicinchoninic acid assay (Pierce, USA). Samples were prepared for western blot according to standard protocols, and the PVDF membranes were probed with the following antibodies: Alix (#2171, Cell Signalling Technology/CST), CD63 (ab68418, Abcam) and Calnexin (sc-23954, San Cruz Biotechnology).

### Exosome internalization and fluorescence microscopy analysis

Exosomes were isolated from KPC cells and dyed with green fluorescent linker PKH67 (#SLBN9941V, Sigma) according to the manufacturer’s protocol; 20 μg/ml of PKH67-dyed exosomes were used to treat differentiated C2C12 myotubes in a 15-mm culture dish. Fluorescence microscopy (Carl Zeiss, Germany) images were obtained after 24 and 48 hours.

### Cell viability assay

Differentiated C2C12 myotubes cultured in 96-well plates were divided into 3 groups (28 wells/group) and treated with 5 μg/ml KPC-exosomes, 5 μg/ml MPDC-exosomes or a blank control.

After 0 h, 4 h, 8 h, 12 h, 16 h, 20 h and 24 h of incubation (4 wells/each time point·group), cell viability was determined using the 3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyl-2H-tetrazolium bromide (MTT) assay (Sigma). Cells were incubated with 20 μl MTT for 4 h, the supernatant was removed and 150 μl DMSO was added to each well. After 10 min of shaking, the optical density value was measured by an ELISA reader (BioTek ELx800, Winooski, VT, USA) at 490 nm. The curve was plotted with the optical density value as the y-axis and the time interval as the x-axis.

### Oil red O staining and triglyceride assay

Differentiated C2C12 myotubes cultured in 25-cm^2^ culture-flasks (with 5 ml DMEM) were divided into 3 groups treated with 4 μg KPC-exosomes, 4 μg MPDC-exosomes or a blank control. After 24 h of incubation, an Oil Red O Stain Kit (D207, Jancheng Bioengineering Institute, Nanjing, China) was used to detect lipidosis in C2C12 myotubes. Images were captured at 20× magnification using an OLYMPUS CKX41 imaging system incorporated into the microscope (Carl Zeiss Microscopy GmbH. US.). Intracellular triglycerides were detected using a triglyceride assay kit (E1013, Applygen Technologies Inc. Beijing, China).

### Glucose uptake assay

Differentiated C2C12 myotubes cultured in 24-well plates divided into 2 groups (treatment & control, 20 wells/group) were serum starved for 2 h and incubated with 1 μg/ml KPC-exosomes at 37 °C in serum free media for 2 h, 4 h, 6 h, 16 h and 24 h (4 wells/each time point·group). Afterwards, insulin (I6634, Sigma) was added to each well to 10^−7^ M for another 10 minutes at 37 °C. Cells were washed twice with Kreb’s buffer (136 mM NaCl, 4.7 mM KCl, 1.25 mM MgSO4, 1.2 mM CaCl2, 20 mM HEPES, pH 7.4), which was kept at room temperature prior to use. Afterwards, 850 μl Kreb’s buffer with 150 μl D-(+)-Glucose (VETEC) solution (100 mM) was added to each well for the last 10 minutes at 37 °C. The glucose concentration of the supernatant in each well was detected with the glucose oxidase kit (E1010, Applygen Company, China).

### Western blot analysis of cell-based experiments

Differentiated C2C12 myotubes grown in 25-cm^2^ culture-flasks (containing 5 ml DMEM) were treated with KPC-exosomes (0 μg, 1 μg, 2 μg, 4 μg), MPDC-exosomes (4 μg) and insulin (10^−7^ M: 0 min, 5 min, 15 min, 30 min).

Procedures for protein extractions and immunoblots were carried out according to standard protocols. Nuclear and cytoplasmic proteins were extracted using the NE-PER Nuclear and Cytoplasmic Extraction Reagents (78833, Thermo Scientific, Waltham, MA, USA). Primary antibodies against PTEN (ab32199, Abcam), IRR (ab40782, Abcam), IRS-1 (#3407, CST), PI3 Kinase p110α (ab40776, Abcam), PI3 Kinase p110β (ab151549, Abcam), PI3 Kinase p110γ (#5405, CST), PI3 Kinase p110δ (ab109006, Abcam), Phospho-Akt (Ser473) (#4060, CST), Akt (#2920, CST), FOXO1 (#2880,CST), Phospho-FoxO1(Ser256)(#9461, CST), Glut4 (#2213, CST), Lamin A + C (ab108922, Abcam), β-actin (sc-47778, Santa Cruz Biotechnology), and LC3B (ab192890, Abcam) were used.

### Animal study

Six- to seven-week-old female athymic nude mice purchased from the Zhejiang Chinese Medical University (Zhejiang, China) were divided into three groups randomly (Control, KPC-exosomes, and MPDC-exosomes). Twenty micrograms of PKH67-dyed exosomes in 100 μL PBS was injected through the caudal vein into the body of each mouse. Forty-eight hours later, all mice were sacrificed by neck dislocation. Skeletal muscle samples were processed into frozen sections for immunofluorescence analysis. All animal experiments were approved by the Animal Experimentation Committee of Zhejiang University. All experiments were performed in accordance with relevant guidelines and regulations.

### Immunofluorescence analysis

Differentiated C2C12 cells cultured in 24-well plates were treated with 1 μg/ml KPC-exosomes for 24 h or 10^−7^ M insulin for 30 min. Cells were fixed with 4% paraformaldehyde for 15 minutes at 4 °C, blocked with 5% BSA for 1 h at 37 °C, and permeabilized with a PBS solution containing 5% Triton X-100 for 30 min at room temperature. Then, cells were incubated with a primary antibody against FOXO1 (#2880, CST) at 4 °C overnight, followed by another 1 h at room temperature and with Cy3-conjugated secondary antibody (GB21303, Goodbio technology Company, China). Nuclei were stained with DAPI (Sigma). Images were acquired using a confocal microscope (Zeiss, Jena, Germany). When the primary antibody was Glut4 (sc-53566, Santa Cruz Biotechnology), cells did not require permeabilization. For the frozen skeletal muscle sections, the permeation step was also omitted.

### RNA silencing by siRNA

Murine FoxO1 siRNA (5′-GCAGCAGACACCAUGCUAUTT-3′) and negative control (NC) were synthesized by GenePharma (Shanghai, China). After 3 days of differentiation, the C2C12 cells (grown in 6-well plates) were used for transfection. The FoxO1 siRNA (150 nM) and negative control (NC) (150 nM) were transfected into cells in antibiotic- and serum-free medium using Lipofectamine 2000 (Invitrogen, USA), according to the manufacturer’s instructions. Cells without transfection were used as the control group. Cells were collected at 72 h post-transfection (the C2C12 cells were incubated with exosomes in the last 24 h), and Glut4 protein expression was detected. Procedures for protein extractions and immunoblots were carried out according to standard protocols.

### MicroRNA microarray assay

MPDC-exosomes were used as a negative control. Through the miRNA microarray analysis, the differentially expressed miRNAs for KPC-exosomes were screened out. The microRNA microarray analysis was performed by OE Biotech. Co., Ltd. (Shanghai, China; http://www.oebiotech.com/). The Cy3-labeled RNA was purified before hybridization on an Agilent Mouse miRNA V21.0 chip (ID: 070155). Data analysis was initiated by first subtracting the background and then normalizing the signals using the GeneSpring software (version 13.1, Agilent). The threshold of significance was defined by the P value, with P ≤ 0.05 regarded as significant for the GO and KEGG analyses.

The validation of the microarray data was performed by RT-qPCR, using the StepOnePlus Real-Time PCR System (ABI, USA). The universal reverse primer was provided by TIANGEN BIOTECH CO. (Beijing, China). All other primer sequences are shown in Supplementary Table S1. The differences in the expression of miRNAs between KPC-exosomes and MPDC-exosomes were analysed using the ΔΔCT method and normalized to U6 expression^43^.

### Cell transfection

According to the microRNA microarray analysis, the first nine highly expressed miRNAs (miR-883b-5p, miR-666-3p, miR-770-5p, miR-804, miR-540-3p, miR-882, miR-125b-5p, miR-450b-3p, and miR-151-3p) were selected out for further investigation. 

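The signals behind this selection are given before normalization, with the scanner error, followed by the normalized log2 difference. The signal of miR-125b-5p was 4351 ± 391 in KPC-exosomes and 645 ± 58.5 in MPDC-exosomes, a difference of 4.77 after normalization and 2.75 before it. For the other 8 miRNAs the signal in KPC-exosomes was under 50. The signal of miR-804 was 33.7 ± 2.05 against 8.85 ± 1.09, a difference of 6.11 after and 1.93 before normalization. The signal of miR-770-5p was 15.8 ± 1.47 over 4 detected probes against 1.51 ± 0.490 over 1 detected probe, a difference of 6.24 after and 3.39 before normalization. Summed over all 4 probes, detected or not, its signal in MPDC-exosomes was 5.56. The signal of miR-882 was 7.96 ± 0.912 against 1.95 ± 0.505, with 1 of 4 probes detected on both arrays, a difference of 5.04 after and 2.03 before normalization.

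miR-883b-5p, miR-666-3p and miR-540-3p were not detected in MPDC-exosomes. Their signals in KPC-exosomes were 16.1 ± 1.32, 8.45 ± 0.973 and 2.94 ± 0.523, and after normalization they were at least 77.8-fold, 39.7-fold and 13.4-fold higher. On the log2 scale the bounds before normalization were 3.42, 2.49 and 0.18. For miR-540-3p 1 of 4 probes was detected in KPC-exosomes, and its 4 probes summed to 2.60 in MPDC-exosomes. The signal of miR-450b-3p was 17.4 ± 1.30 in KPC-exosomes and 14.7 ± 1.23 in MPDC-exosomes, a difference of 0.24 before and 4.76 after normalization. The signal of miR-151-3p was 2.30 ± 0.492 and 2.30 ± 0.521, with 1 of 4 probes detected on both arrays, a difference of 0.00 before and 3.64 after normalization.

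**Figure D2:**
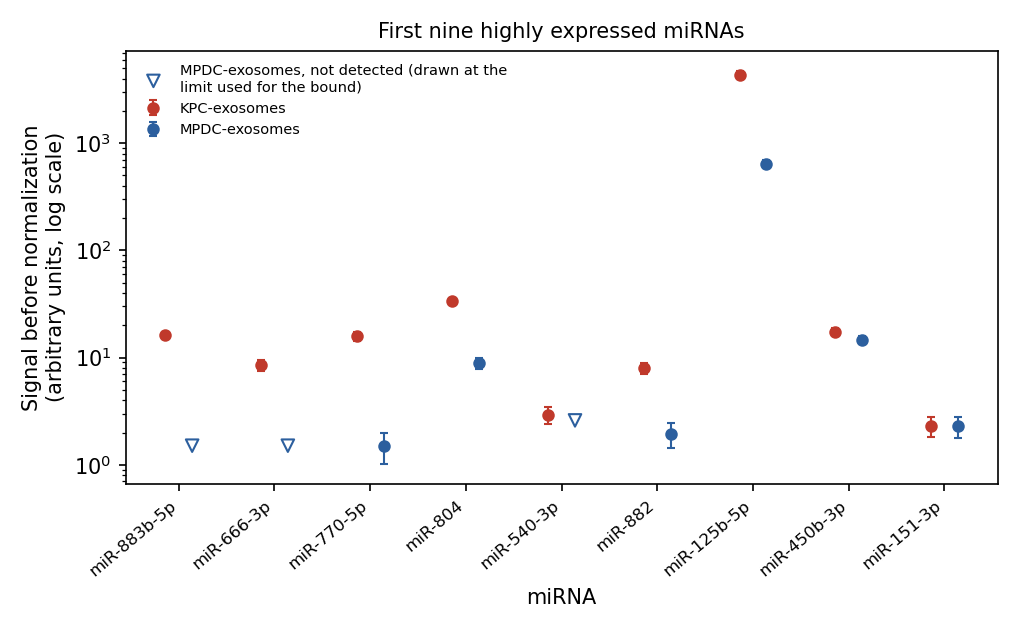
Signals before normalization (arbitrary units, log scale) of the 9 miRNAs on the array of KPC-exosomes (red) and the array of MPDC-exosomes (blue), with the scanner error of each signal as a bar. Open triangles mark miRNAs not detected in MPDC-exosomes, drawn at the lowest signal of a detected miRNA on that array (1.51) or, for miR-540-3p, at the sum of its 4 probes (2.60), and the points of miR-151-3p lie at 2.30 on both arrays.

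The files give no genome position for the 34 probes of these miRNAs. All 9 were matched by name to genes in a RefSeq table of GRCm38.p6. In that table the genes of miR-666, miR-770, miR-540 and miR-882 lie between Dlk1 and Dio3, with miR-770 within Meg3 and miR-540 within Rtl1. The gene of miR-804 lies within Cby3, that of miR-151 within Ptk2 and 1 of the genes of miR-125b within Mir100hg.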

The corresponding miRNAs mimics (150 nM) and negative control (NC) (150 nM) were synthesized by GenePharma (Shanghai, China). The remaining steps were the same as described above for RNA silencing by siRNA.

### Target gene prediction of differentially expressed microRNAs

Three computational prediction algorithms (TargetScan, PITA and microRNA.org) were used to predict the targets of the significantly changed miRNAs identified through the microarray analysis. The default parameters of the 3 databases were defined by the context score (%), which were set as >50%, 25%, and 25%, respectively, for TargetScan, PITA and microRNA.org. The shared target genes between the 3 databases were used for analysis.

### GO enrichment and KEGG pathway analysis of target genes

To comprehensively characterize the properties of the targets, the putative genes were subjected to GO enrichment and KEGG pathway analysis based on GENE2GO of NCBI and the KEGG database. The Fisher’s exact test was used to select the significant GO categories and signalling pathways. The threshold of significance was defined by the P value, with P ≤ 0.05 regarded as significant for the GO and KEGG analysis.

### Statistical analysis

Results are expressed as the means ± standard error. Analyses between different groups were performed using the two-tailed Student t-test or one-way analysis of variance. Statistical significance was set as follows: a P value of 0.05 was significant, and a value of 0.01 was highly significant.

### Data availability

All data generated or analysed during this study are included in this published article (and its Supplementary Information files).

## Electronic supplementary material

Supplementary information

Dataset 1

Dataset 2

Dataset 3

Dataset 4

Dataset 5

Dataset 6

How the deposited data were processed for this re-analysis (not part of the article)

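miRNAs of exosomes from KPC cells and from MPDC cells were measured on 1 Agilent mouse miRNA array each. The arrays carry 1 colour (Cy3) and lay on the same slide, so there was no batch to separate. The samples were grouped by their labels and the paper, and there was 1 sample per condition.

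The authors deposited the scanner output of Agilent Feature Extraction 10.7.1.1 for each array, whose signals and errors are intensities on a linear scale. Within each array the background had been subtracted from the processed and total signals, and no normalization between arrays had been made. The authors also deposited log2 values per miRNA, normalized between the arrays in GeneSpring. The paper does not name that normalization. The median of the deposited log2 values was -2.61 for KPC-exosomes and -0.42 for MPDC-exosomes.

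From the scanner files, the total signals of the probes that exceeded 3 errors were summed for each miRNA. Signals of miRNAs without such a probe were set to 0.1, log2 was taken, and both arrays were quantile normalized together with 21 control features. The sums were within a relative tolerance of 0.001 of the raw signals in the paper's supplementary list for all 1881 miRNAs. A miRNA was called when it was detected on at least 1 array and differed at least 2-fold, the filter of the paper. Because there was 1 array per condition, no test was made. Differences were set against the scanner error, and bounds replaced fold changes where 1 array did not detect the miRNA. A bound was taken against the lowest detected signal of that array or the miRNA's own signal over all its probes, whichever was higher. Quantile normalization takes both arrays to have the same distribution of signals, so a difference in the total amount of miRNA is removed by it, and signals near the floor are moved by another amount than bright ones.

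The alternatives, set before the data were examined together with the filter, the naming rule and the marker lists, were: scaling by the 75th percentile or the median of the miRNAs detected on both arrays, scaling by the 75th percentile of all miRNAs, quantiles over the miRNAs detected on both arrays, no normalization, the processed signal in place of the total signal together with scaling by the 75th percentile of the miRNAs detected on both arrays, normexp background correction with an offset of 50 and quantile normalization of the mean signals, the brightest probe in place of the sum, a floor at the lowest detected signal set after scaling by the 75th percentile of the miRNAs detected on both arrays, a floor of 1, the deposited log2 values, no filter on detection, detection on both arrays, a 4-fold threshold, and a difference above 2 scanner errors. Scaling by the 4 spike-in controls, and the total per miRNA that Feature Extraction wrote, were added after the data were seen.

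The rule for named miRNAs covered those the paper names in its text or in Fig. 7B, the 5 largest differences in each direction measured on both arrays, the 5 brightest on each array, the pathway miRNAs whose direction reversed under another normalization, and members of a marker list where the list is reported. The 10 marker lists were the cluster from miR-290 to miR-295, the Sfmbt2 intron cluster, the cluster of miR-302 and miR-367, the let-7 family, and lists of epithelial, pancreas, mesenchymal, haematopoietic, serum and Dlk1-Dio3 cluster miRNAs. The median difference of each list was placed among 10000 random lists of the same size, matched on mean signal in 10 bins, as a description of these arrays.

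The normalization and the calls were tested on simulated data for the 1881 miRNAs. With equal arrays and 200 miRNAs changed 4-fold, quantile normalization recovered 200 (100%) and called 99 others. With 1 array dimmer by the observed median and no miRNA changed, it called 103 higher and 377 lower. Scaling by the median called 16 higher and 398 lower there. The simulated noise kept the scanner errors of the MPDC-exosome array without scaling them with the signal. For bright probes this makes the relative error too large on the dimmer array and too small for miRNAs raised 4-fold. The dimmer array may therefore give too many calls, and the recovery of 100% may be too easy. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 were used, and the plots were drawn with matplotlib 3.10.9.

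The RT-qPCR, transfection and immunoblot measurements were not analysed here. The predicted targets and pathway lists of the paper were read only in part, and no enrichment was computed from them. Positions of probes are those of the files, on mm9, which give one for 1729 of 4415 probes.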

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

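The lists of miRNAs were fixed before the arrays were read, but the tests of the spike-in controls, of serum, of shared bases, of let-7 levels without normalization, of pancreas and blood-cell miRNAs and of carried-over totals were chosen only after the result was seen, as were the limits set for the tests of the normalization.

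The paper does not report on the spike-in controls, RNAs that the protocol adds to each sample. Before normalization the 4 controls differed between the arrays by -0.31, 0.24, -0.20 and 0.38 on the log2 scale (KPC-exosomes minus MPDC-exosomes), with a mean of 0.03. In the authors' normalized values all 4 were higher in KPC-exosomes, by 1.18 to 2.43 with a median of 1.65. The miRNAs detected on both arrays had a median difference of -1.37 before normalization. A dimmer hybridization or scan of the array of KPC-exosomes would lower its hybridization control by about as much, but that control was higher there by 0.31. Less efficient labelling would lower the labelling control by about as much, but that control differed by -0.26. Neither value reaches the difference of the miRNAs. The labelling and the hybridization control moved in opposite directions, so that the mean of 0.03 over the 4 controls describes neither step. A smaller amount of miRNA in the RNA put on the array of KPC-exosomes remains open and was not tested. The sample labels give 0.5 µg of RNA for both arrays. They describe an amplification and labelling kit, whereas the paper describes Cy3-labelled RNA on a miRNA array. How much RNA each labelling used is therefore not settled.

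Members of the miR-290 to miR-295 cluster, the miR-302 and miR-367 cluster and the Sfmbt2 intron cluster, most of which the paper does not discuss, were brighter in MPDC-exosomes. Over the members outside the pathway miRNAs, with undetected signals at their bound, the median difference was -3.02 for the miR-290 to miR-295 cluster (14 members with a value, 9 lower and 5 higher), -4.30 for the miR-302 and miR-367 cluster (5 members, all lower) and -2.97 for the Sfmbt2 intron cluster (33 members with a value, 32 lower and miR-466i-5p higher by 0.43). Of the 5 higher members of the miR-290 to miR-295 cluster, miR-290b-5p (signal 2760) and miR-292b-5p (99.1) were detected in KPC-exosomes only. miR-290b-3p (0.45), miR-291b-5p (0.34) and miR-292b-3p (0.42) were higher after quantile normalization and lower without normalization, by -1.40, -1.39 and -1.45, as was miR-466i-5p, by -1.37. These 6 were named after their values were seen. The signals in MPDC-exosomes reached 135570 for miR-292a-3p and 133993 for miR-293-3p, and 953 for miR-367-3p, which was not detected in KPC-exosomes.

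Over whole lists with undetected signals at the floor, the medians were -3.44, -9.10 and -6.82, at percentiles 0, 0.845 and 0 of the random lists. With undetected signals at their bound they were -3.52, -4.30 and -2.97, over 17, 5 and 47 members with a value. The median of all miRNAs detected on at least 1 array that have a value, with undetected signals at their bound, was 0.30 with the authors' normalization. It was -1.60 without normalization and -1.62 with scaling by the spike-in controls. The authors' setting leaves out 172 miRNAs without a bound, all detected in MPDC-exosomes only. Without normalization, 3 such miRNAs and 2 detected in KPC-exosomes only are left out, so the sets differ between settings. With undetected signals at the floor and none left out, the median in the authors' setting was -0.26. Relative to this bounded median of all miRNAs, the bounded medians of the 3 lists stayed between -4.29 and -1.60, between -5.61 and -1.42 and between -4.13 and -1.25. The bounded median closest to 0 under any normalization was -1.25, which argues against the normalization as the whole cause. Cross-hybridization among 3p arms would leave the 5p arms alone, but 7 of the 5p arms of the miR-290 to miR-295 cluster, whose probes share no run of 8 bases with probes of the 3p arms, were at least 2-fold brighter in MPDC-exosomes without normalization. Of the 7, miR-291b-5p differed by about the median of all miRNAs detected on both arrays, and the others by more. This test covers the miR-290 to miR-295 cluster only. Cross-hybridization within the Sfmbt2 intron cluster or the miR-302 and miR-367 cluster was not tested and stays open. In the Sfmbt2 intron cluster, probes of miR-466b-3p and miR-466d-3p share the run TATGTGTGCGTGTA. RNA from serum would bring the serum list as low as the clusters. In the same setting and with undetected signals at their bound, the medians of the 3 clusters minus that of the serum list were between -5.59 and -2.37 in the authors' setting and under all alternatives but normexp, where they were between -1.36 and -1.02. With 1 serum member left out, the serum list lay above a cluster by as little as 0.80. In the authors' setting 1 of the 3 members of the serum list had no bound, so that its median rests on 2 miRNAs, and on 1 where a member is left out. RNA from serum is therefore not excluded, although MPDC cells were maintained with less FBS. The paper does not give the share of exosome-free FBS during collection. Whether bovine serum carries the sequences of these mouse clusters was not tested. Exchanged labels of the arrays cannot be told apart from the labels as given: 0 members of the pancreas list were detected on both arrays, miR-217-5p was detected in KPC-exosomes only (60.9) and miR-148a-3p in MPDC-exosomes only (1190). As a hypothesis, the MPDC-exosome preparation may hold RNA of pluripotent-type cells, which are low in let-7. The let-7 family was dimmer there even without normalization, with a median difference of 1.51, which is what that hypothesis needs but also what a difference between the cell lines themselves would give. The difference between the cell lines was not tested apart from it.

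The 8 members of the let-7 family, none of which is among the pathway miRNAs, were all higher in KPC-exosomes, with a median difference of 3.04 at percentile 99.9 of the random lists. let-7b-5p differed most (8.61). Without normalization let-7g-5p was lower in KPC-exosomes (-0.11), and also with scaling by the spike-in controls, while the other 7 were higher under both. Relative to the bounded median of all miRNAs the family's median stayed between 2.70 and 3.43, and its lowest median under any normalization was 1.48, which argues against the normalization as the whole cause. RNA from FBS, of which the maintenance medium of KPC cells held more, would bring the serum list as high as the family. In the same setting and with any 1 serum member left out, the family's median lay above that of the serum list by at least 2.87. The serum median again rests on 2 miRNAs, and on 1 where a member is left out, so that RNA from serum is not excluded here either. Cross-hybridization among let-7 members stays open for single members, because the probes of every member share a run of at least 10 bases with those of another. A difference between the cancer and the ductal cell line is the comparison the arrays make and remains untested beyond 1 array each.

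The haematopoietic list, which the paper does not discuss, had a median difference of 3.71 over 6 detected members, at percentile 99.2. Relative to the bounded median of all miRNAs it stayed between 1.77 and 3.83, and its lowest median under any normalization was 1.77. The sign of this median therefore did not depend on the normalization. Over 6 members that differ in direction, the median does not decide whether the normalization is the whole cause. The members went both ways, with 4 higher in KPC-exosomes (miR-142a-3p by 4.42, miR-155-5p by 3.00, miR-146a-5p by 9.08 and miR-142a-5p) and 2 lower (miR-223-3p by -0.66 and miR-150-5p). The bounds of the last of each depend on the normalization: miR-142a-5p was at least 138-fold higher with the authors' normalization and at least 18.8-fold higher without normalization, and miR-150-5p at least 12.6-fold and at least 77.7-fold lower. RNA of blood cells in the KPC-exosome preparation cannot be excluded or shown with these members. miR-223-3p and miR-150-5p were lower in KPC-exosomes under every normalization, with a highest value of -0.38, but both were picked after their values were seen. The cell lines as a source remain open and untested.

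Feature Extraction also writes a total per miRNA, which neither the paper nor the authors' normalized values use. On both arrays together, 325 of these totals differed by over 1% from the sum of the detected probes of the miRNA, 143 for KPC-exosomes and 182 for MPDC-exosomes. The excess was the total of the detected miRNA before it in name order for 100% of them, within 0.1% of the total. The total written for miR-151-3p was 24.9 in KPC-exosomes and 112 in MPDC-exosomes, against sums of 2.30 on both arrays. No biological explanation was tested for these totals.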

How the results depend on the processing

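No test in this part was chosen after the result was seen, but scaling by the spike-in controls and the totals per miRNA of Feature Extraction are alternatives chosen after seeing the data. No paired analysis was possible because there was 1 array per condition.

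There were 15 other alternatives. Of these, the deposited log2 values, no filter on detection and a difference above 2 scanner errors could hardly change a call and changed none, so they say nothing about stability. Under the remaining 14, counting the alternatives added later, 82 counts of called miRNAs stayed within 1.5 times the count in the authors' setting and 16 did not. Without normalization between the arrays, 120 miRNAs were higher and 732 lower, and 9 pathway miRNAs were higher. With scaling by the spike-in controls the counts were 119, 740 and 9. The higher miRNAs made up 42.4% of the calls in the authors' setting, 14.1% without normalization, 13.9% with the spike-in controls and 65.4% when detection on both arrays was required. Of the 339 higher miRNAs, 120 remained higher without normalization and 26 became lower. The 460 lower miRNAs could not lose their call there, because quantile normalization had raised every difference measured on both arrays by at least 1.36 and the other 305 were at the floor in KPC-exosomes. The floor at the lowest detected signal and the processed signal were each used together with scaling by the 75th percentile of the miRNAs detected on both arrays. Of the 460, 459 remained lower with that scaling alone and 0 became higher, 361 remained lower with the scaling and that floor and 10 became higher, 373 remained lower with the scaled processed signal and 5 became higher, and 433 remained lower with the totals of Feature Extraction and 13 became higher. The 10 and the 5 were detected in MPDC-exosomes only. With detection on both arrays 448 miRNAs were called, 155 of them lower, with 16 lower pathway miRNAs and 2 of the first 9 lower miRNAs, because the miRNAs detected in MPDC-exosomes only drop out by construction. With normexp and quantile normalization of the mean signals 293 miRNAs were called, 138 higher and 155 lower. Of the pathway miRNAs 7 were higher and 16 lower, and of the first 9 higher miRNAs 2 were. The offset of 50 added to every spot shrinks differences between dim signals.

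Of 59 named miRNAs, 54 differed at least 2-fold in the authors' setting. Of the 37 of these detected on both arrays, 24 kept their direction under every alternative and 13 did not. The other 17 were detected on 1 array, where the direction of a bound is fixed by construction. With undetected signals at the floor in place of bounds, 0 of the 17 changed direction under an alternative. The numbers 24 and 13 follow in part from the naming rule. It took in pathway miRNAs because they reversed, and the largest differences, so these numbers do not measure stability. Of the 5 that differed by less than 2-fold, miR-290b-3p, miR-291b-5p, miR-292b-3p and miR-466i-5p had another sign under an alternative and miR-223-3p did not. Without normalization the differences were -0.031 for miR-1224-5p, -1.04 for miR-883a-5p, -0.95 for miR-339-5p, -2.65 for miR-345-3p, -0.12 for miR-760-3p, -0.045 for miR-542-3p, -0.16 for miR-484, -0.36 for miR-680, -0.54 for miR-212-3p, -0.65 for miR-1187 and -0.11 for let-7g-5p. With scaling by the spike-in controls they were, in that order, -0.056, -1.07, -0.97, -2.68, -0.14, -0.070, -0.18, -0.39, -0.57, -0.68 and -0.14, and -0.021 for miR-151-3p. miR-345-3p also reversed with scaling by the 75th percentile of the miRNAs detected on both arrays (-1.11, with or without the floor at the lowest detected signal, which cannot move a miRNA detected on both arrays) or of all miRNAs (-0.83), by the median (-1.03), with quantiles over the miRNAs detected on both arrays (-1.99), with the processed signal scaled by the 75th percentile of the miRNAs detected on both arrays (-0.81) and with normexp and quantile normalization (-0.076). With the totals of Feature Extraction miR-770-5p was at -0.91 and miR-151-3p at -0.33, where the totals in MPDC-exosomes held the signal of another miRNA. For the other reversals the cause was not tested.

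Of the 10 marker lists, 7 had a median of at least 2-fold in the authors' setting with undetected signals at the floor, and none of these changed sign under any alternative. With undetected signals at their bound 8 had such a median, and the Dlk1-Dio3 cluster changed sign. Its median with bounds was 3.21 in the authors' setting, over 14 members with a value. It was -0.14 with quantiles over the miRNAs detected on both arrays, -0.36 without normalization and -0.38 with scaling by the spike-in controls. In each of these settings 18 members had a value. The signal over background limits the dim miRNAs: the lowest detected signals were 1.41 in KPC-exosomes and 1.51 in MPDC-exosomes.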

Differences from the paper's values

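Of 25 values the paper or its supplementary lists state and that were computed here, none differed. For 10 of them, miRNAs detected on 1 array, the value here is a bound, which a larger value of the paper cannot contradict. With undetected signals at the floor these 10 lay within 1.24e-05 of the paper's values. The other 15 were compared directly. Among these was the paper's number of 1881, compared only as the number of miRNAs on the array and not as a number of differences. The setting here was chosen because it gives the values the authors deposited. The match was therefore fixed beforehand and is no check of the calls. No test in this part was chosen after the result was seen.

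The paper states that all miRNAs on its first supplementary list were differentially expressed. Here 1077 of the 1881 miRNAs were detected on at least 1 array and 804 on neither, and 799 were detected and differed at least 2-fold.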

Other observations

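The test of GC content was set before its result was seen, and the tests of the calls without a higher signal were chosen only after the result was seen.

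Of the miRNAs called higher in KPC-exosomes and detected on both arrays, 158 had no higher signal there before normalization. A candidate explanation is that quantile normalization pairs dim signals of the MPDC-exosome array with ranks that hold undetected miRNAs on the KPC-exosome array. With quantiles over the miRNAs detected on both arrays, 61 of the 158 stayed at least 2-fold higher and 97 did not. Of the 53 among them at or below the signal of 14.8 in MPDC-exosomes, 5 stayed, and of the other 105, 56 stayed. Scaling by the median of the miRNAs detected on both arrays pairs no ranks. With that scaling 94 of the 158 stayed and 64 did not, and of the 53 at or below 14.8, 19 stayed. The pairing is in line with part of these calls and does not account for all of them. Another candidate is one brightness factor between the arrays. Because these miRNAs had no higher signal in KPC-exosomes, the factor would have to be at least 2-fold and would lower the spike-in controls alike. The lowest of the 4 controls differed by -0.31 without normalization and their mean by 0.03, which argues against such a factor. Whether the miRNAs are more abundant in KPC-exosomes was not tested apart from the scaling.

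The differences between the arrays could follow the GC content of the probes. Over the 726 miRNAs detected on both arrays, Spearman's rho between the GC content of the longest probe and the log2 difference without normalization was 0.17, inside the limits of -0.3 and 0.3 set beforehand. The median difference was nonetheless -1.95, -1.35 and -1.05 over 3 groups of 242 miRNAs from low to high GC content, and 85, 46 and 24 miRNAs of these groups were called lower. The rho argues against GC content as the whole cause, and a part of the differences may follow it. It is a correlation across miRNAs, which are not independent replicates.

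The other lists are given with undetected signals at the floor, followed by the median with bounds. The epithelial list had a median difference of -1.72 (-1.47 with bounds) at percentile 13.0, with all 7 members detected, 5 of them on both arrays. The mesenchymal list had -6.21 (-1.31 with bounds, over the 5 members that have a value) at percentile 1.64, with all 6 members detected in MPDC-exosomes only, 2 of them among the pathway miRNAs. The pancreas list had 2 of 5 members detected and a median of -0.99 (0.43 with bounds) at percentile 34.6. The serum list had 3 members and a median of -0.82 (-0.41 with bounds, over the 2 members that have a value) at percentile 40.5. The Dlk1-Dio3 cluster had 18 of 41 members on the array detected and a median of 0.76 at percentile 96.3. With bounds the median was 3.21 over the 14 members that have a value, 10 higher and 4 lower. The detected members without a value were detected in MPDC-exosomes only, so that leaving them out can raise this median. The cluster had 3 members among the pathway miRNAs. Relative to the bounded median of all miRNAs the bounded median lay between -1.93 and -0.55 for the epithelial list, between -2.60 and -0.34 for the mesenchymal list, between -1.06 and 0.34 for the pancreas list, between -0.74 and -0.028 for the serum list and between 0.17 and 3.78 for the Dlk1-Dio3 cluster. The pancreas list changes sign among these settings. Not taken relative to all miRNAs, the bounded median of the Dlk1-Dio3 cluster also changes sign, to a lowest value of -0.38. Without its 3 pathway miRNAs this median was 1.48, and relative to the bounded median of all miRNAs it lay between -0.19 and 2.45, so that it changes sign there too. The list leaves out miR-882, a pathway miRNA whose gene also lies between Dlk1 and Dio3 in the RefSeq table, so that none of these medians covers it.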
